# Modulation of the Drosophila transcriptome by developmental exposure to alcohol

**DOI:** 10.1186/s12864-022-08559-9

**Published:** 2022-05-06

**Authors:** Tatiana V. Morozova, Vijay Shankar, Rebecca A. MacPherson, Trudy F. C. Mackay, Robert R. H. Anholt

**Keywords:** FASD, Drosophila Genetic Reference Panel, snoRNAs, Non-coding RNAs, Genetic network, Behavioral genetics, Systems genetics, Environmentally responsive expression of quantitative trait loci, Sleep, Genotype-by-environment interaction

## Abstract

**Background:**

Prenatal exposure to ethanol can cause fetal alcohol spectrum disorder (FASD), a prevalent, preventable pediatric disorder. Identifying genetic risk alleles for FASD is challenging since time, dose, and frequency of exposure are often unknown, and manifestations of FASD are diverse and evident long after exposure. *Drosophila melanogaster* is an excellent model to study the genetic basis of the effects of developmental alcohol exposure since many individuals of the same genotype can be reared under controlled environmental conditions.

**Results:**

We used 96 sequenced, wild-derived inbred lines from the *Drosophila melanogaster* Genetic Reference Panel (DGRP) to profile genome-wide transcript abundances in young adult flies that developed on ethanol-supplemented medium or standard culture medium. We found substantial genetic variation in gene expression in response to ethanol with extensive sexual dimorphism. We constructed sex-specific genetic networks associated with alcohol-dependent modulation of gene expression that include protein-coding genes, Novel Transcribed Regions (NTRs, postulated to encode long non-coding RNAs) and female-specific coordinated regulation of snoRNAs that regulate pseudouridylation of ribosomal RNA. We reared DGRP lines which showed extreme upregulation or downregulation of snoRNA expression during developmental alcohol exposure on standard or ethanol supplemented medium and demonstrated that developmental exposure to ethanol has genotype-specific effects on adult locomotor activity and sleep.

**Conclusions:**

There is significant and sex-specific natural genetic variation in the transcriptional response to developmental exposure to ethanol in Drosophila that comprises networks of genes affecting nervous system development and ethanol metabolism as well as networks of regulatory non-coding RNAs.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12864-022-08559-9.

## Background

Prenatal exposure to ethanol can trigger a wide range of adverse physiological, behavioral, and cognitive outcomes, referred to as fetal alcohol spectrum disorder (FASD) [1–4]. Fetal alcohol syndrome (FAS) is the most severe FASD. Affected individuals show craniofacial defects, deficiencies in cognition and behavioral anomalies, including hyperactivity, attention deficit disorder and motor coordination [1, 5–7]. FAS/FASD is the most common preventable pediatric disorder, often diagnostically confounded with autism spectrum disorder [8]. The Centers for Disease Control and Prevention found that, despite warning labels on alcoholic beverages that indicate possible adverse effects on prenatal development, 1 in 10 pregnant women report alcohol use and more than 3 million women in the USA are at risk of exposing their developing fetus to alcohol [9]. Although defects from prenatal alcohol exposure can be replicated in mouse models [10], identifying genetic factors that contribute to susceptibility to FASD is virtually impossible in human populations since time, dose, and frequency of exposure are generally unknown, and manifestations of FASD are diverse and become evident long after exposure.

*Drosophila melanogaster* presents an advantageous model for studies on the genetic underpinnings associated with symptoms of developmental alcohol exposure. The Drosophila model allows strict control over the genetic background. In addition, individuals of the same genotype can be reared in large numbers under controlled environmental conditions, without regulatory restrictions and at low cost. Following acute exposure to alcohol, flies undergo loss of postural control, sedation, and development of tolerance, physiological and behavioral changes that resemble human alcohol intoxication [11–14].

Previous studies on the effects of developmental alcohol exposure in Drosophila showed reduced viability and delayed development time [15, 16], reduced adult body size [15], and disruption of neural development [17]. Developmental exposure to alcohol was associated with reduction in the expression of a subset of insulin-like peptides and the insulin receptor [15], dysregulation of lipid metabolism and concomitant increased oxidative stress [18] and reduced larval food intake due to altered neuropeptide F signaling [19].

In previous studies, we have taken advantage of natural variation in the *Drosophila melanogaster* Genetic Reference Panel (DGRP), a well characterized population of 205 inbred wild-derived lines with complete genome sequences [20, 21], to study the genetic underpinnings of developmental alcohol exposure [16], voluntary ethanol consumption [22], acute ethanol intoxication, and induction of tolerance [23, 24], a prelude to the development of alcohol dependence in people. Linkage disequilibrium in the DGRP decays within a few hundred base pairs [21], which enables identification of candidate causal single nucleotide polymorphisms (SNPs) associated with phenotypic variation in alcohol-related traits. A major unresolved question relates to the mechanism(s) by which alcohol exposure during development affects adult phenotypes. Here, we performed RNA sequencing to assess the effects of developmental alcohol exposure on genome wide genetic variation in gene expression of young adults. Evolutionary conservation of fundamental biological processes and superposition of human orthologs on transcriptional networks identified in flies provides translational potential for studies in the Drosophila model.

## Results

### Transcriptional profiles of flies reared on ethanol supplemented medium

We performed transcriptional profiling of flies reared on regular medium or medium supplemented with 10% (v/v) ethanol from 96 DGRP lines that span the phenotypic spectrum of alcohol sensitivity following developmental exposure to alcohol (Additional File 1) [16]. 

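RNA sequence data were analysed for the flies reared on medium supplemented with 10% (v/v) ethanol. They comprise 384 libraries, 1 for each of 2 replicates of females and of males from 96 DGRP lines, which are inbred lines derived from wild-caught flies, so that each sex had the same number of libraries. Each library was made from a pool of whole flies. Ribosomal RNA was depleted, directional cDNA libraries were made and size selected, and single-end reads were generated. The flies reared on standard medium were not analysed here, so differences between media, their interactions with line or sex, and eQTLs were not computed. The authors aligned the reads that did not match ribosomal, microbial or repeat sequences to release 5 of the Drosophila genome (BDGP5), counted them on gene models with HTSeq-count in its intersection-nonempty mode, and deposited raw read counts for 40020 gene models in each library. Of these, 17294 are FlyBase genes and 22726 are newly transcribed regions (NTRs). The total count on gene models was between 5360410 and 16354156 with a median of 10472988 in females, and between 6482252 and 17422329 with a median of 10224504 in males. Alignments that matched more than 1 place made up 25.8% of those tallied and were not assigned to a gene, so transcripts with near-identical copies elsewhere, which include some snoRNAs, have uncertain levels. Gene models that the authors marked as ribosomal (162) or mitochondrial (35) held 0.110% of the counts and were left out. Counts were normalized by the TMM method of edgeR, and transcripts with a mean of at least 5 counts per library in the fit were tested with edgeR's quasi-likelihood F-test at a False Discovery Rate (FDR) of 0.05 after Benjamini-Hochberg (BH) adjustment. Levels of single transcripts are CPM, that is, counts scaled to the normalized library size, or log2 CPM with a prior count of 2. CPM values of snoRNAs, their host genes, Uhg4 and CycE were converted back from the mean log2 CPM of each line. Comparisons between sets of lines used summed counts instead. Values converted back are raised by the prior count near 0 and lie below arithmetic means where replicates differ. Differences between the sexes in them can therefore depart from the fitted fold changes. Libraries were sequenced on 7 flow cells, called A to G here, and each combination of flow cell and lane is called a pool. The females of 45 lines had replicate 1 on flow cell A and replicate 2 on flow cell B (set AB), those of 49 lines had neither replicate on A or B, and those of 2 lines were divided. In males, 76 lines had replicate 1 on A and replicate 2 on B. Flow cell was therefore partly confounded with DGRP line in females and with replicate number in males.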

For each line, we obtained duplicate samples of 30 males and 25 females, aged 3–5 days, all collected at the same time of day, and performed RNA sequencing using 125 bp single end reads. 

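On ethanol-supplemented medium, 39239 of the 39823 transcripts considered had at least 1 count in some library, of which 16544 (42.2%) were annotated and 22695 (57.8%) were NTRs. A mean of at least 5 counts per library over all 384 libraries was reached by 18062 transcripts. These were 13531 annotated transcripts (74.9%) and 4531 NTRs (25.1%). The remaining 18164 NTRs and 3013 annotated transcripts with any count fell under that mean. NTRs held 2.37% of all counts, and their median mean count among transcripts that passed was 11.3 per library, against 253 for annotated transcripts. The number that counts as expressed depends on the minimum: 11079 transcripts had a mean of at least 50 counts, 355 of them NTRs, and 9252 had at least 1 count in every library. Within each sex, 14760 transcripts reached a mean of 5 counts in females and 18944 in males.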

A total of 33,580 transcripts were expressed in adult flies, of which 16,165 (48.1%) are annotated and 17,415 (51.9%) are novel transcribed regions (NTRs) [25, 26] (Additional file 2). We performed three-way factorial mixed model ANOVAs with the main effects of DGRP line, sex, and treatment for all expressed transcripts, and used a False Discovery Rate (FDR) threshold < 0.05 for statistical significance of each term in the ANOVA model (Additional File 2). As in previous analyses of genome-wide gene expression using whole flies [25–27], we find that expression of nearly all expressed transcripts is sexually dimorphic (28,343, 84.4%). 

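On ethanol-supplemented medium, the counts of the replicates of each line and sex were summed and males were compared with females within the 96 lines. Sex affected 17149 of 18062 transcripts (94.9%; edgeR quasi-likelihood F-test, BH-adjusted p under 0.05), comprising 13042 of 13531 annotated transcripts and 4107 of 4531 NTRs. Of these, 10431 were higher in males and 6718 were lower in males. The median log2 fold change of males over females across all tested transcripts was 0.34, and it rose to 0.49 with DESeq2's size factors and to 0.46 with scaling to total counts, so directions of small changes depend on the scaling. Relative to that median, 9028 of the significant transcripts were higher in males and 8121 lower. The fold change exceeded 1 on the log2 scale, in either direction, for 8389 transcripts. For 7539 transcripts the direction was the same in all 96 lines, 4081 of them higher in males and 3458 higher in females. The filter moved the number most: without it, 27640 of 39239 transcripts were significant (70.4%). When only replicate 2 was used, 17140 transcripts were significant, and when only replicate 1 was used, 16576. Among transcripts with a mean of at least 50 counts and the same direction in all 96 lines, the largest differences were in genes of the reproductive system. Ebp (FBgn0004181, chromosome 2R, 21062649 to 21064238, release 5) had 4202 ± 1024 CPM in males and 8.11 ± 19.3 CPM in females (SD, n = 96 lines), a log2 fold change of 11.13 (standard error 0.28 from limma, adjusted p = 2.65e-53 from edgeR's quasi-likelihood F-test with BH adjustment). Acp36DE (FBgn0011559, 2L, 18356047 to 18359026) and Mst57Db (FBgn0011669, 3R, 21656442 to 21656636) had log2 fold changes of 11.02 (standard error 0.27) and 10.97 (standard error 0.23). In the other direction, Yp1 (FBgn0004045, X, 9947844 to 9949531) had 9522 ± 2148 CPM in females and 21.9 ± 82.5 CPM in males, a log2 fold change of -11.68 (standard error 0.21, adjusted p = 1.04e-63 from the same test). Cp36 (FBgn0000359, X, 8373352 to 8374556) and Yp2 (FBgn0005391, X, 9944984 to 9946669) had log2 fold changes of -11.51 (standard error 0.18) and -11.42 (standard error 0.19). In the sex with the lower level, the SD between lines exceeded the mean for each of these 6 genes.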

The expression of 16,278 transcripts (48.5%) is modulated by alcohol, and for 10,002 transcripts the transcriptional response to ethanol differs between males and females (*i.e*., there is a treatment by sex interaction). 

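On ethanol-supplemented medium alone, the difference between the sexes varied among the 96 lines for 9171 of 18062 transcripts (50.8%; edgeR quasi-likelihood F-test of the sex by line interaction over the 384 libraries, BH-adjusted p under 0.05). These were 8133 of 13531 annotated transcripts and 1038 of 4531 NTRs. The female and male libraries of a line were often on different flow cells. With flow cell as a covariate in limma, 9689 transcripts had the interaction, of which 7897 were among the 9171, and without it limma gave 9017. A stricter minimum of 50 counts moved the number most, to 7634 of 11079 transcripts. Among genes that the text names, those with a significant interaction include stet (F = 3.08, adjusted p = 1.77e-10 from the edgeR quasi-likelihood test with BH adjustment), CycE (F = 2.27, adjusted p = 4.13e-06) and sNPF (F = 1.62, adjusted p = 0.00619). By the same test, it was not significant for NetA (F = 1.31, adjusted p = 0.0991), kra (adjusted p = 0.0681), SC35 (adjusted p = 0.233) and RpS5a (adjusted p = 0.641).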

There is significant genetic variation in expression for 10,620 transcripts, as well as context-specific genetic variation, with 11,338 transcripts exhibiting genetic variation in sexual dimorphism (sex by line interaction), 1,222 showing genetic variation in response to developmental exposure to ethanol (treatment by line interaction) and 77 with genetic variation in sexual dimorphism in response to ethanol (sex by treatment by line interaction).

Because we found extensive interactions with sex and treatment and sex and DGRP line, we performed two-way ANOVAs partitioning gene expression variation by line, treatment, and the line by treatment interaction (*L* × *T*), separately for males and females (Additional File 3). The main effect of treatment was significant (FDR < 0.05) for 14,158 (13,827) transcripts in females (males), and the main effect of line was significant for 13,521 (20,996) transcripts in females (males). 

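Wolbachia infection status, a separate term in the paper's models, was not fitted here, so any effect of it falls in the line term. On ethanol-supplemented medium, the line term was tested over the libraries of each sex, with the difference between replicates of a line as error. It was significant for 11594 of 14760 transcripts in females (78.6%) and for 16286 of 18944 in males (86.0%; edgeR quasi-likelihood F-test, BH-adjusted p under 0.05). Annotated transcripts accounted for 9589 of the transcripts in females and for 12492 in males. Since flow cell was partly confounded with line, the test was repeated in limma with pool as a covariate, which gave 11704 transcripts in females, 10785 of them among the 11594, and 16926 in males, 15962 of them among the 16286. Within the 45 lines whose females were in set AB, 8266 transcripts varied among female lines, and within the remaining lines 9688 did. In males, 16028 varied among the 76 lines with replicate 1 on A and replicate 2 on B, and 10541 among the remaining, fewer lines. The filter on counts had the largest effect in both sexes: with no filter the numbers were 15189 in females and 21020 in males, and with a minimum of 50 counts 8090 and 10363. In females, the annotated transcript with the largest F was CG11034 (FBgn0031741), followed by Desat2 (FBgn0043043, F = 107) and Ufl1 (FBgn0037467, F = 78.7). CG11034 ranged from 0.193 CPM in the line with the lowest level to 162 CPM in the line with the highest, with a median of 19.8 CPM. Its SD was 2.60 between line means and 0.39 between replicates, on the log2 scale (adjusted p = 2.84e-79 from the same test). Desat2 had a median of 0.454 CPM, a maximum of 289 CPM and the same lowest level as CG11034. These levels, and those of mthl8 below, were converted back from log2 CPM with a prior count of 2. The lowest level of 0.193 CPM is therefore what a count of 0 becomes, and low medians are raised by the prior count. In males, the largest F was that of asRNA:CR45600 (FBgn0267160, F = 134), followed by mthl8 (FBgn0052475, chromosome 3L, 22428 to 26308, release 5; F = 129) and Ufl1. The level of mthl8 had a median of 1.23 CPM, a maximum of 49.5 CPM and a correlation of 0.99 between replicates across the 96 lines, and its line term held with pool as a covariate (adjusted p = 2.81e-74, limma with BH adjustment).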

We are most interested in transcripts with a significant genotype by alcohol treatment interaction (*L* × *T*) since these transcripts show genetic variation in their response to developmental ethanol exposure. When we compared expression profiles of flies grown on ethanol supplemented medium with transcript abundance levels obtained under standard growth conditions, we found 939 significant *L* × *T* interactions in females and 823 in males (Additional File 4). Of these 1,351 transcripts that have genetically variable responses to ethanol exposure during development, 253 are in common between males and females, 499 are female-specific and 346 are male-specific. The transcripts with significant *L* × *T* terms in females were enriched for biological process gene ontology terms involved in metabolism, biosynthesis, transcription, immune/defense response, and chromatin organization; and the transcripts with significant *L* × *T* terms in males were enriched for biological process gene ontology terms involved in immune/defense response, metabolism, and development [28] (Additional File 4). A total of 65.6% of these genes have human orthologs (Additional File 4).

### Co-regulated modules of transcripts that are differentially regulated after developmental alcohol exposure

We analyzed the sex-specific correlation structure of the developmental alcohol-sensitive transcriptome and identified eight highly interconnected modules in females (Fig. 1). These modules contained transcripts associated with xenobiotic detoxification and metabolism (Figs. 1 A, B), development and cell adhesion (Figs. 1B, C), cuticle formation (Fig. 1E) and neural signaling (Fig. 1G). The latter includes *sNPF*, which is associated with neuropeptide F signaling and has been previously implicated with reduced larval food intake when larvae were grown on alcohol-supplemented medium [19]. One module consists almost exclusively of NTRs (designated XLOCs; Fig. 2D) [25, 26]. Of special interest is *Ilp3*, which encodes an insulin-like peptide implicated in developmental exposure to alcohol [15] and is correlated with a network of NTRs (Fig. 1F). The most highly correlated group of transcripts are the small nucleolar RNAs (snoRNAs; Fig. 1H).

**Fig. 1:**
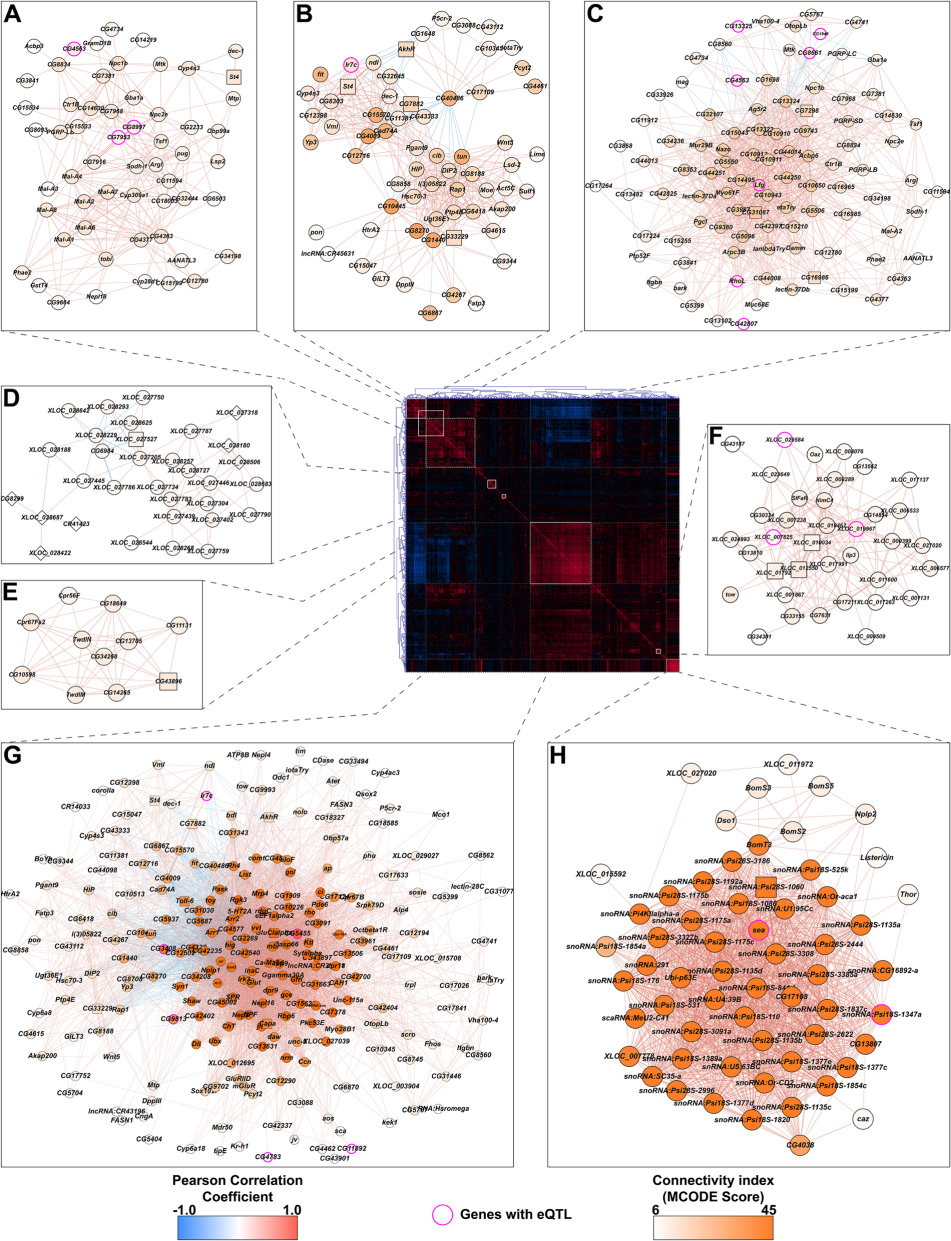
Correlations of differences in gene expression between developmental ethanol treatment and control in females. The center panel heat map corresponds to the unfiltered, bi-clustered correlation matrix calculated for differences in expression of genes with a statistically significant line-by-ethanol treatment interaction term in a linear mixed effects model. The strength of the correlation is depicted as gradients and the directionality as color (positive correlations in red and negative correlations in blue). Networks derived from clusters with strong intra-connectivity are depicted around the center panel (panels **A-H**). The MCODE connectivity score for each node is represented as a color gradient. The edge colors follow the same scheme as the center panel (strength as gradient and directionality as color). Genes with statistically significant eQTLs are highlighted with pink borders

**Fig. 2:**
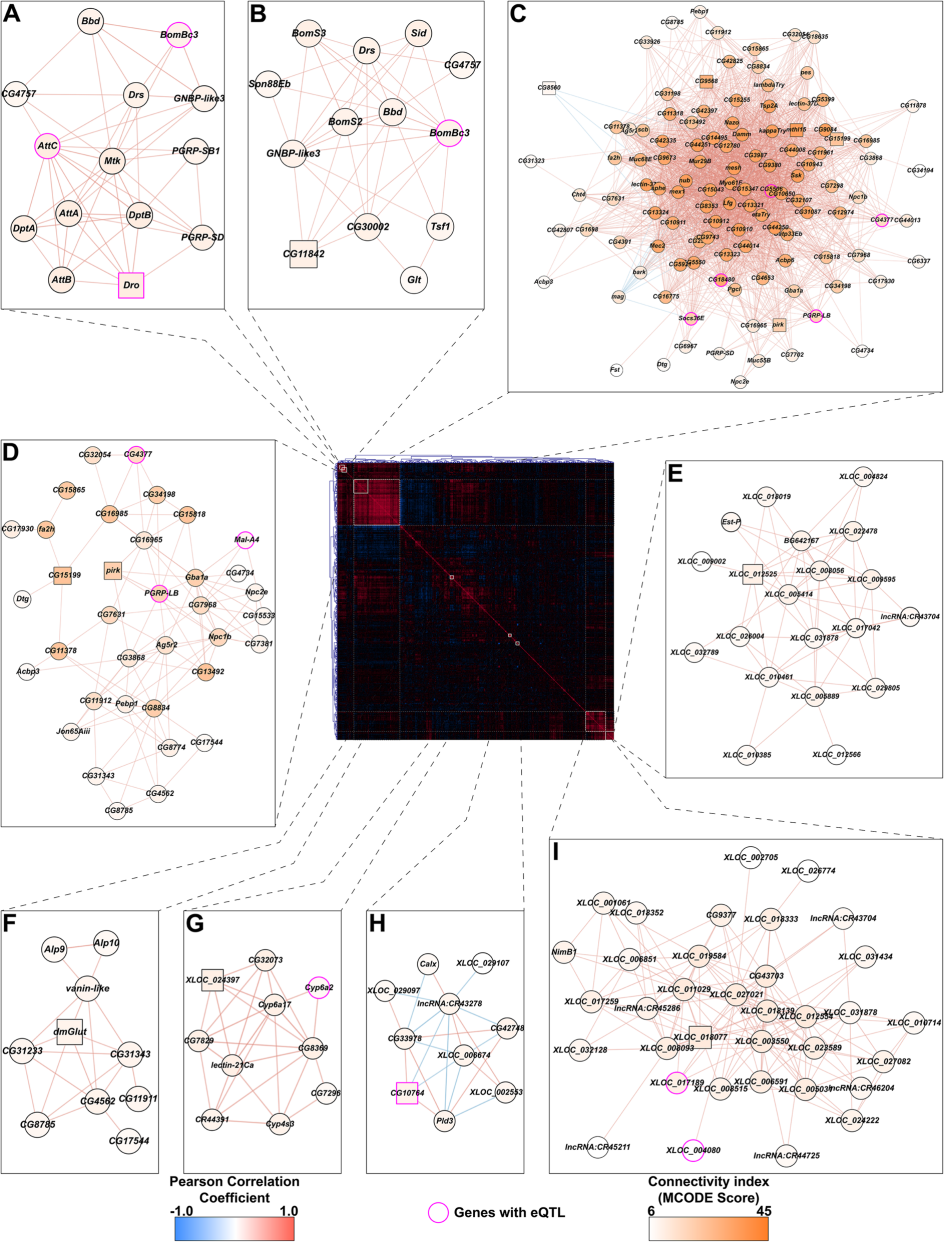
Correlations of differences in gene expression between developmental ethanol treatment and control in males. The center panel heat map corresponds to the unfiltered, bi-clustered correlation matrix calculated for differences in expression of genes with a statistically significant line-by-ethanol treatment interaction term in a linear mixed effects model. The strength of the correlation is depicted as gradients and the directionality as color (positive correlations in red and negative correlations in blue). Networks derived from clusters with strong intra-connectivity are depicted around the center panel (panels **A-I**). The MCODE connectivity score for each node is represented as a color gradient. The edge colors follow the same scheme as the center panel (strength as gradient and directionality as color). Genes with statistically significant eQTLs are highlighted with pink borders

Although there was overlap between alcohol-modulated transcripts in males and females, the correlation structure for differentially expressed genes in males shows an entirely different modular organization (Fig. 2). The nine male modules are generally smaller and more difficult to interpret than the female modules, as they are dominated by NTRs and genes of unknown function. Whereas the functions of this new class of non-coding transcripts remain to be established, they feature prominently in networks of alcohol-modulated transcripts (Figs. 1 and 2). This suggests a regulatory role for non-coding elements in the genome in modulating the transcriptional response to developmental alcohol exposure.

To identify genetic associations within modules of differentially expressed genes, we mapped expression quantitative trait loci associated with the difference in expression between standard and ethanol-supplemented medium, or response expression-Quantitative Trait Loci (e-QTLs; [25, 26]). We identified 53 eQTLs, including 19 NTRs, in females, and 45 eQTLs, including 11 NTRs and four long-noncoding RNAs (lncRNAs), in males (Additional File 5). All eQTLs, with the exception of the eQTL associated with the difference in *NetA* expression between standard and ethanol-supplemented medium in females, were in *trans* (greater than 1 kb from the start and end of the gene body) to the genes associated with an *L*x*T* interaction). Therefore, we determined to what genes these eQTLs were in *cis* (defined by within 1 kb of a gene body) (Additional File 5). We then input the genes with *L*x*T* interactions and the genes to which the eQTLs are *cis* into known genetic and protein–protein or RNA–protein physical interaction networks to construct sex-specific networks associated with genetic variation in response to developmental exposure to ethanol (Fig. 3). The resulting networks are composed of integrative modules that highlight considerable overlap between cellular processes in males and females despite significant sexual dimorphism in ethanol-induced differential gene expression. Genes associated with neuronal development and differentiation, response to ethanol, and reproduction are evident in networks of both sexes. The female network also incorporates modules associated with glutathione metabolism and phototransduction (Fig. 3A), whereas the male network contains modules associated with immune response, starvation and stress response, and septate junction assembly (Fig. 3B).

**Fig. 3:**
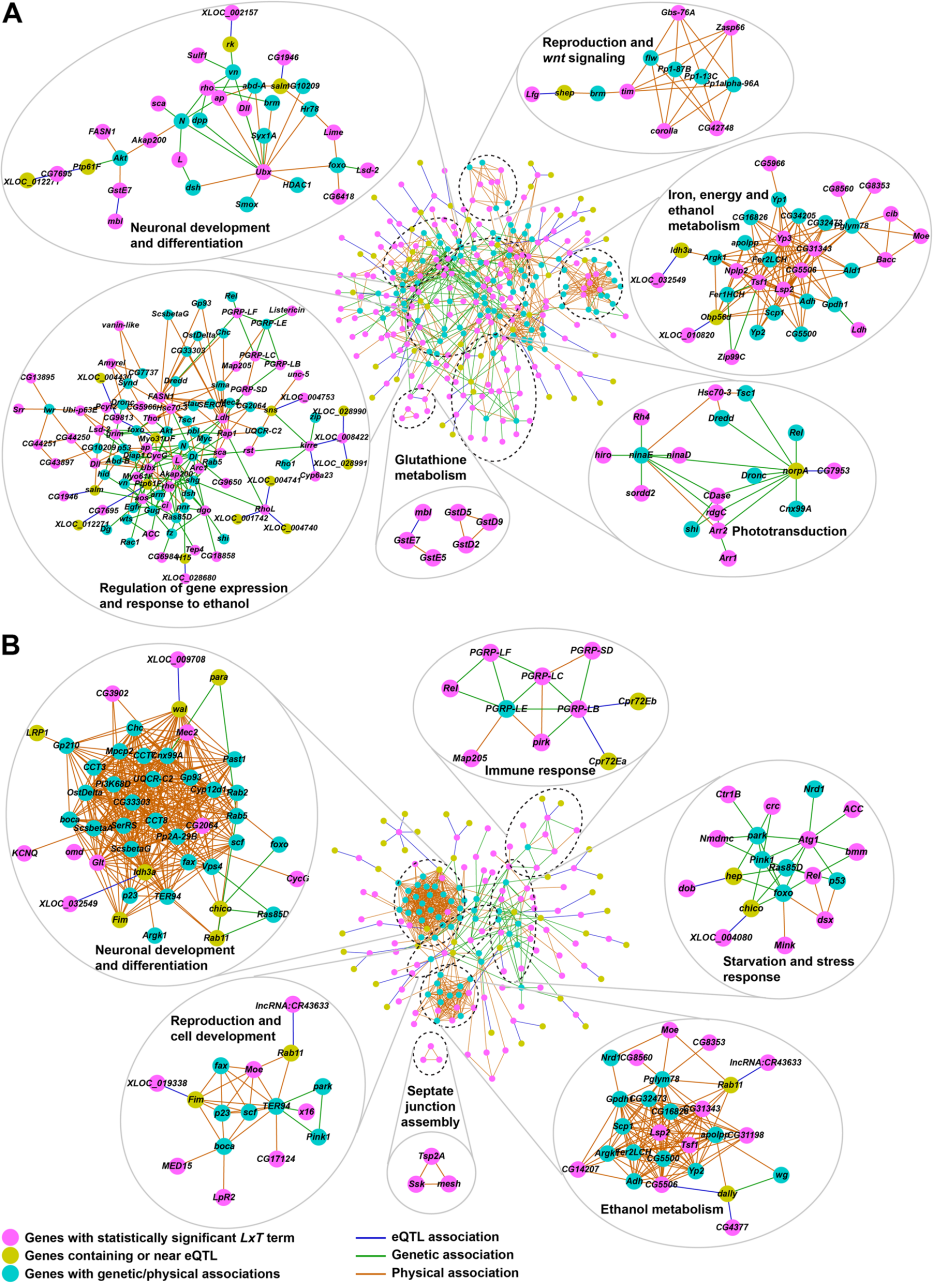
Female (A) and male (B) interaction networks built from eQTLs and known genetic and physical associations. The central networks in each panel represent the sex-separated, filtered interaction networks generated by incorporating eQTL associations calculated from expression differences, between ethanol and control conditions, of genes with a statistically significant line-by-treatment (*LxT*) term in the ANOVA model, to known genetic and protein–protein or RNA–protein physical interactions from the FlyBase interaction database. Pink nodes represent the genes from the *LxT* set. Yellow nodes represent genes either containing or within 1,000 bp of the eQTL variant. Cyan nodes represent genes with known genetic or physical interactions to the rest of the network. Blue edges represent the eQTL associations from this study. Green and orange edges represent known genetic and physical associations from the Flybase interaction database. Individual inlets of genes around the central network are MCODE-generated modules of genes. Annotations of the inlets are based on statistically enriched pathways for genes within these modules. Terms with Benjamini–Hochberg FDR adjusted *P*-value < 0.05 in the statistical overrepresentation test were considered statistically significant

### Coordinated sex-specific modulation of an ensemble of snoRNAs

Altered co-regulation of 38 snoRNAs was observed only in females exposed to alcohol during development. 

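The counts allow this co-regulation to be measured on ethanol-supplemented medium, while the matching values on standard medium were not analysed here. The transcripts considered are the 38 snoRNAs named in Fig. 4, which are between 74 and 161 bases long with a median of 140. Their mean levels over lines ranged from 0.909 to 350 CPM in females and from 0.345 to 46.3 CPM in males. Over the 96 line means of log2 CPM in females, the mean Pearson correlation over all 703 pairs of snoRNAs was 0.82 (mean Spearman correlation 0.87), all 703 correlations were positive and 665 exceeded 0.5. In 10000 random sets of 38 transcripts with a line by treatment interaction in females, the mean correlation had a median of 0.07 and a maximum of 0.18. The paper singled out the 38 for correlated changes in females, partly on these libraries, so this comparison is not independent evidence. Its list of interactions in males holds 0 of them, so the choice also favoured a higher correlation in females. In males the mean correlation of the 38 snoRNAs was 0.42, with 254 pairs above 0.5. It also exceeded all random sets drawn from the same female list with male levels, which had a median of 0.04 and a maximum of 0.09. The difference of 0.40 between the sexes was larger than in 100000 swaps of sex within lines (two-sided permutation test, p = 1e-05, the smallest that these permutations can give). In 76 male lines each mean averages flow cells A and B, so a difference between them cancels. In females flow cells go with lines, so such a difference stays in the line means. This p-value therefore cannot separate sex from the layout of flow cells. Co-regulation depended in part on the pools. After the mean of each pool was subtracted, the mean correlation was 0.55 in females and 0.32 in males. Within set AB it was 0.62 in females and 0.30 in males (n = 45 lines), and over the remaining 51 lines it was 0.71 and 0.51. In set AB, 44 of the 45 lines have replicates on A and B in both sexes. The difference between the sexes there was 0.32 (permutation test, p = 3e-05). The level of each snoRNA was also tested for variation among lines. In females, the line term was significant for all 38 snoRNAs (edgeR quasi-likelihood F-test, adjusted p from 2.74e-22 to 0.000204 with BH adjustment, and 38 also when adjusted over the list alone). The median F was 3.41. The paper's list already marks the 38 for a line effect on ethanol in females, so this count is not independent evidence. In males the line term was significant for 2 of the 37 snoRNAs tested, snoRNA:Psi18S-1854a (adjusted p = 7.33e-05) and snoRNA:Psi18S-1347a (adjusted p = 0.00136). The median F in males was 0.31. Male replicates of a line differ between flow cells A and B, which enlarges the error of this test. Tested directly, the sex by line interaction was significant for 6 of the 38 (1 when adjusted over the list alone, and 7 at an unadjusted p under 0.05), with a median F of 1.08. In limma it was significant for 5, and for 2 with flow cell as a covariate. Without a covariate, the error of this test also holds the difference between male replicates on flow cells A and B, which lowers its power. Neither it nor the counts of 38 and 2 show how far the line effect of single snoRNAs differed between the sexes. With pool as a covariate in limma, the line term was significant for 28 of 38 snoRNAs in females and for 23 of 37 in males. Among the lines of set AB alone it was significant for 3 snoRNAs in females (3 when adjusted over the list alone), and among the other lines for 35 of 37.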

The direction of changes in snoRNA expression was strongly genetic background-dependent, with some DGRP lines showing coordinated up-regulation, some exhibiting coordinated down-regulation, and others showing no change in snoRNA expression (Fig. 4; Additional File 6). 

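The level of the 38 snoRNAs in each library was summarised as a snoRNA score, the mean over the snoRNAs of log2 CPM after each snoRNA was centred on the mean of all lines of that sex. A score describes the level on ethanol-supplemented medium and not the change from standard medium. In females, the scores of the 96 lines, each the mean of 2 replicates, ranged from 2.09 in DGRP_45 to -2.61 in DGRP_748, with an SD of 1.37. There were 51 lines above 0 and 45 below. Replicates of a line differed by 1.17 on average, and their scores were correlated across lines (r = 0.60, Spearman's rho = 0.61, both with permutation p = 1e-05, the smallest value possible with 100000 permutations). In males the SD between lines was 0.43, and the replicates were not correlated over all lines (r = 0.08, permutation p = 0.408). In 76 male lines the mean averages flow cells A and B, so their difference does not enter this SD as it does in females.
Scores also differed between flow cells, and between replicates on the same flow cell. In females, replicate 1 libraries had a mean score of 1.68 ± 0.45 on flow cell A (SD, n = 46) and of -2.56 ± 0.57 on C (n = 22), and replicate 2 libraries of 0.70 ± 1.07 on B (n = 46) and of -1.23 ± 0.48 on D (n = 32). However, replicate 1 libraries on D had 0.53 ± 0.92 (n = 14) and replicate 2 libraries on C had -0.76 ± 0.99 (n = 15). Within pool D4, the 7 replicate 1 libraries had scores from 0.24 to 1.78 and the 9 replicate 2 libraries, from other lines, from -2.09 to -0.47, so flow cell and lane alone do not account for the scores. The 45 lines of set AB had a mean score of 1.19 ± 0.57 and the 49 lines with neither replicate on A or B of -1.10 ± 0.92, a difference of 2.29 (two-sided permutation test, p = 1e-05, again the smallest possible). Of the former, 43 lay above 0, and of the latter, 42 lay below. Within set AB the correlation between replicates was -0.09 (permutation p = 0.565, Spearman's rho = 0.13), and over the other 51 lines it was 0.31 (permutation p = 0.0245, Spearman's rho = 0.36). Pool accounted for 77.1% of the variance of the score over female libraries, where randomly assigned pools gave a median of 7.45%. Line accounted for 76.8%, where random assignment gave a median of 49.9% and at most 67.6%. Lines go with pools in females, so these shares overlap. Over male libraries, pool accounted for 89.4% and line for 9.86%. In males of the same lines, the difference between the 45 and the 49 lines was 0.02 (permutation p = 0.857). Male replicates were correlated over the 51 lines not in set AB (r = 0.44, permutation p = 0.00155, Spearman's rho = 0.45) and not over the 45 lines (r = -0.21, permutation p = 0.174). The flow cells of males followed the replicate number, and the score was higher in replicate 1 on A than in replicate 2 on B in all 76 lines with that arrangement, by 2.57 ± 0.66 (SD). The paper concludes from the changes between media that the direction of the snoRNA response depended on genetic background.

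**Figure D1:**
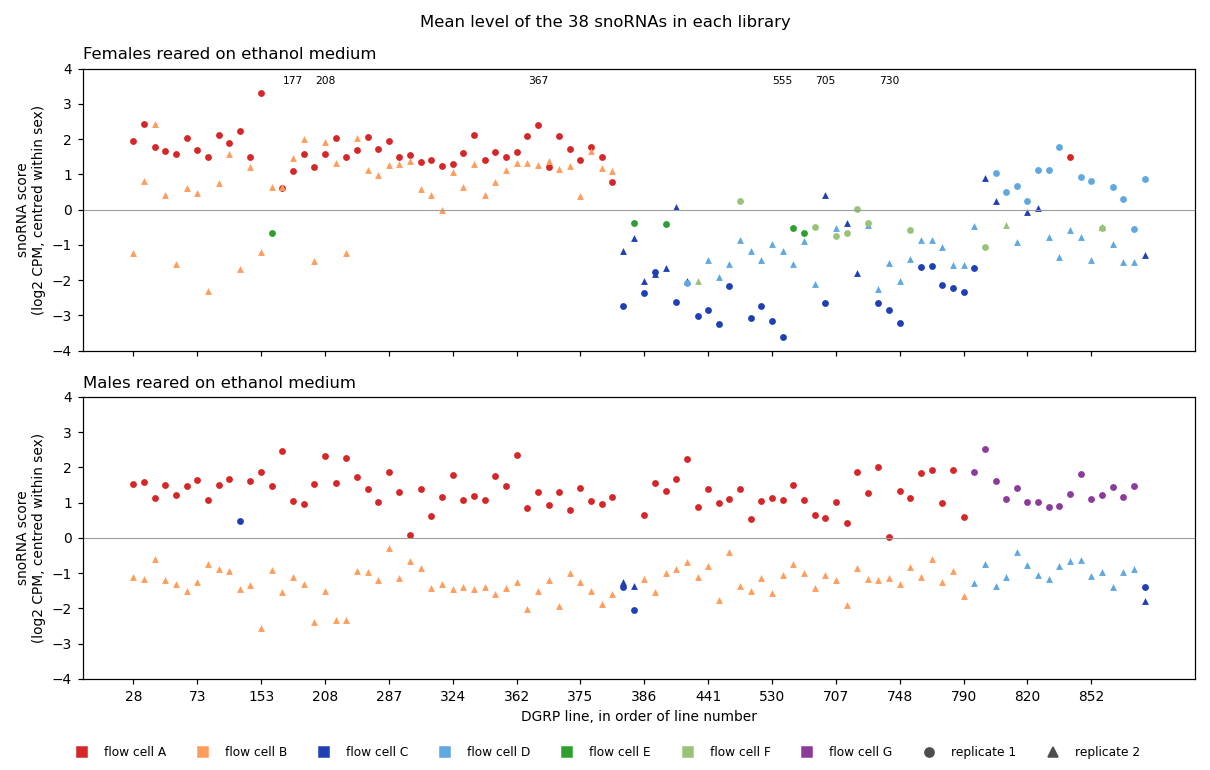
Mean level of the 38 snoRNAs (snoRNA score, log2 CPM centred within sex) in each library of females (top) and males (bottom) reared on ethanol-supplemented medium, for the 96 DGRP lines in order of line number. Each point is 1 library, circles are replicate 1 and triangles replicate 2, colours are flow cells A to G, and the numbers along the top mark the lines later tested for sleep. In females the lines on flow cells A and B lie mostly above 0 and those on the other flow cells mostly below, while in males replicate 1 lies above replicate 2 in 94 of 96 lines.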

The snoRNAs that exhibit genetic variation in their response to developmental ethanol exposure belong primarily to the H/ACA class, which are associated with pseudouridylation of ribosomal RNAs [29, 30]; many are in introns of *RpS4*, *RpL5*, *RpS5a*, *RpS7*, *RpL11*, *RpS16*, *RpL17*, and *RpL22* ribosomal protein encoding genes. 

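The symbols of 32 of the 38 snoRNAs name the pseudouridine position that they guide in 18S or 28S rRNA. The 8 ribosomal protein genes hold 19 of the 38. In females on ethanol-supplemented medium, the 19 had a median level of 49.9 CPM, between 7.19 and 350 CPM. All 19 varied among lines (edgeR quasi-likelihood F-test, BH-adjusted p under 0.05), and the SD of log2 CPM between lines was larger in females than in males for each of them, with medians of 1.47 and 0.64. Flow cells A and B average out in the line means of 76 male lines, so these SDs are not like for like. All 19 were lower in males. The share of variance over female libraries that went with the pool had a median of 70.6%. With pool as a covariate in limma, 15 of the 19 varied among lines in females and 13 in males. RpS5a (FBgn0002590, chromosome X, 17037621 to 17042297, release 5) holds 7 of them, all on the same strand, which is the minus strand. They lie between 17038468, where snoRNA:Psi28S-1192a begins, and 17040792, where snoRNA:Psi28S-1135a ends. The most abundant was snoRNA:Psi18S-1854c (17039243 to 17039382), with 350 ± 249 CPM in females and 46.3 ± 15.7 CPM in males (SD, n = 96 lines). Its log2 fold change of males over females, fitted to summed counts, was -2.30, smaller in size than these levels imply. snoRNA:Psi18S-1854a (17039936 to 17040074) had 49.9 ± 48.9 CPM in females. Its correlation with the mean score of the 38 was 0.26, the lowest of all, the pool accounted for 13.4% of its variance over female libraries, and its line term had the largest F among the 38 (7.81, adjusted p = 2.74e-22). RpS16 holds 4, side by side on chromosome 2R from 18494590, the start of snoRNA:Psi28S-1175a, to 18495183, the end of snoRNA:Or-aca1, of which snoRNA:Psi28S-1175b had the highest level with 226 ± 171 CPM in females and 40.0 ± 10.7 CPM in males. RpS7 holds 3 on chromosome 3R, from 26032698, the start of snoRNA:Psi18S-1377e, to 26033180, the end of snoRNA:Psi18S-1377c. RpS4, RpL5, RpL11, RpL17 and RpL22 hold 1 each. Of these, snoRNA:Psi18S-531 in RpL22 (X, 657116 to 657267) had 131 ± 105 CPM in females and snoRNA:Psi28S-2444 in RpL11 (2R, 15330632 to 15330761) had 7.19 ± 7.28 CPM. Lettered snoRNAs share a target position by their symbols, and whether reads shared between them are missing from their counts was not tested.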

The number of *snoRNA*s within each gene varies from 1 to 15 (Additional File 6). When multiple *snoRNA*s are present in a gene, only some show altered expression in response to ethanol exposure, although in some cases clusters of genes, likely expressed as polycistronic transcripts, are regulated together. 

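In the host genes of the 38 snoRNAs and in lds, which holds a scaRNA, 62 other snoRNAs or scaRNAs are annotated, of which 47 had a mean of at least 5 counts per female library. On ethanol-supplemented medium, 44 of these 47 varied among lines in females (edgeR quasi-likelihood F-test, BH-adjusted p under 0.05), as did all 36 of the 38 that lie in these genes on the same strand. snoRNA:Psi28S-2622 lies in stet on the opposite strand and is not among the 36. With pool as a covariate in limma the numbers were 29 of 47 and 26 of 36. Across the 96 lines, the 47 had a median correlation of 0.83 with the mean score of the 38 snoRNAs, between 0.05 and 0.98, and 39 exceeded 0.5. They were higher in set AB than in the lines of the other flow cells for 45 of 47, with a median difference of 1.59 on the log2 scale, against 2.25 for the 36.
The gene dom holds 15, of which 2 are among the 38 and 11 others were abundant enough to be tested. All 11 varied among lines, with a median correlation of 0.83 with the score. In RpS5a, with 7 among the 38, the 7 others also varied among lines, with a median correlation of 0.43. In kra the 5 others had a median of 0.91 and in RpS7 the 4 others had 0.76. The lowest correlations among the 47 were those of snoRNA:Psi28S-1232 in RpL17 (0.05), snoRNA:Me28S-A771 in Sf3b3 (0.07), snoRNA:Me28S-G2173 in RpS16 (0.26) and snoRNA:Psi28S-1135e in RpS5a (0.28). The single other snoRNA of RpS16 and 2 of the 4 others in Uhg4 did not vary significantly among lines.

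**Figure D2:**
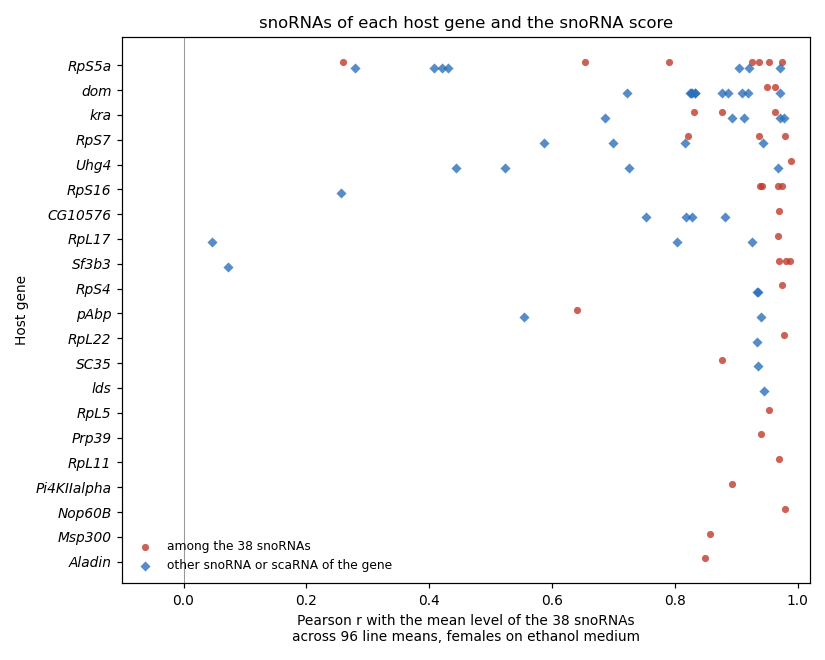
Pearson correlation (x axis, no unit) between the log2 CPM of each snoRNA or scaRNA and the mean score of the 38 snoRNAs, over the 96 line means of females reared on ethanol-supplemented medium, by host gene (y axis). Circles are snoRNAs among the 38, which contribute to the score themselves, and diamonds are the 47 others with a mean of at least 5 counts. The 47 others have a median of 0.83.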

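The genes dom, Sf3b3 (CG13900), SC35, kra, Aladin and Nop60B hold 11 of the 38 snoRNAs. On ethanol-supplemented medium, all 11 varied among lines in females (edgeR quasi-likelihood F-test, BH-adjusted p under 0.05), while the adjusted p in males was at least 0.896 for the 10 tested. The sex by line interaction was significant for snoRNA:Psi28S-3385a (adjusted p = 0.0342) and snoRNA:Psi18S-841d (adjusted p = 0.0123) among the 11. With pool as a covariate in limma, 8 of 11 varied in females and 4 of 10 in males. The highest level in this group was that of snoRNA:Psi18S-1086 in Sf3b3 (FBgn0083058, 3L, 833062 to 833209, release 5) with 239 ± 203 CPM in females and 25.4 ± 10.2 CPM in males (SD, n = 96 lines). snoRNA:Psi18S-110 (FBgn0083057, 3L, 831870 to 832008), also in Sf3b3, had a mean of 177 CPM in females. In Nop60B, snoRNA:Psi18S-1820 (FBgn0026169, 2R, 20063751 to 20063890) had 203 ± 177 CPM in females and 22.6 ± 8.16 CPM in males. Its male replicates differed by 4.86 on the log2 scale between flow cells A and B. Its log2 fold change of males over females, fitted to summed counts, was -1.65, smaller in size than these levels imply. In dom, snoRNA:Psi18S-1389a (FBgn0083046, 2R, 17221439 to 17221597) had 54.8 ± 46.6 CPM and snoRNA:Psi18S-841d (FBgn0083016, 2R, 17218411 to 17218548) had 18.2 ± 16.0 CPM in females. snoRNA:SC35-a (FBgn0263468, 2L, 12432798 to 12432950) had 58.6 ± 48.6 CPM in females, and of the 11 it had the line term with the largest F, 5.10 (adjusted p = 3.32e-14), which was 3.17 with pool as a covariate (adjusted p = 1.71e-07, limma with BH adjustment). In kra, snoRNA:Psi28S-3186 (FBgn0086662, 3R, 1423737 to 1423879), snoRNA:Psi28S-3385a (FBgn0082962, 3R, 1422082 to 1422231) and snoRNA:Psi28S-3091a (FBgn0082979, 3R, 1422419 to 1422553) had 20.2 ± 19.2, 18.3 ± 14.1 and 15.4 ± 7.32 CPM in females. The lowest level was that of snoRNA:CG16892-a in Aladin (FBgn0263475, X, 9168747 to 9168895), with 0.909 ± 0.745 CPM in females and 0.345 ± 0.118 CPM in males, where it was not tested.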

Other snoRNAs with altered expression in response to chronic ethanol exposure are in introns in *dom*, which contributes to histone acetyl transferase activity associated with epigenetic modification of gene expression [31]; *CG13900* (*Sf3b3*), inferred to form part of a spliceosome complex [32]; *SC35*, which encodes a splicing factor [33]; *kra*, which is annotated as a translation initiation factor binding protein [34]; *Aladin*, predicted to form part of the nucleopore complex [35]; and *Nop60B*, which encodes pseudouridine synthase [36, 37].

**Fig. 4:**
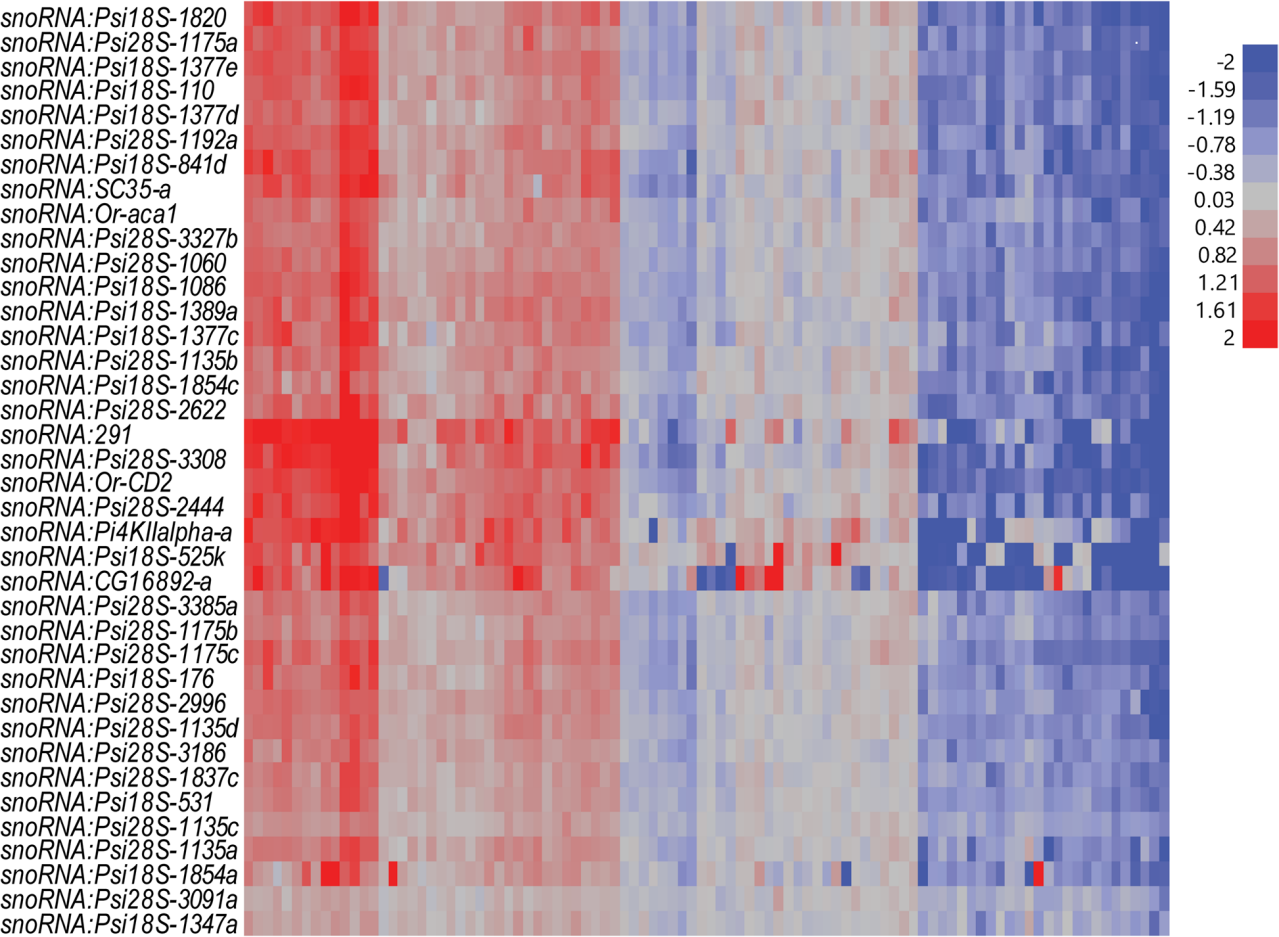
Differentially expressed snoRNAs from female flies grown on ethanol versus regular food. Vertical columns represent individual DGRP lines. The color scale indicates upregulation (red) or down-regulation (blue) after growth on ethanol-supplemented medium

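On ethanol-supplemented medium, 6 of the host genes that do not encode ribosomal proteins varied less among female lines than the snoRNAs they hold. The SD of log2 CPM between the 96 lines was 0.18 for dom, 0.25 for Sf3b3, 0.18 for SC35, 0.16 for kra, 0.31 for Aladin and 0.24 for Nop60B, whereas its median over the snoRNAs of these genes was 1.62. Over female libraries, the pool accounted for a median of 75.1% of the variance of these snoRNAs. For the hosts it accounted for 10.6% (Sf3b3) to 33.9% (kra). The contrast in SD is therefore not one of genetic differences alone. The level of each host was correlated over the 96 line means of females with each of its snoRNAs, in 19 pairs that include a scaRNA of lds. Pearson correlations were between -0.30 and 0.34 with a median of -0.02, and Spearman correlations between -0.29 and 0.38. After BH adjustment over the 19 pairs, 2 were significant and 4 had an unadjusted p under 0.05. pAbp was correlated with snoRNA:Psi18S-1347a (r = 0.34, permutation p = 0.00071, adjusted p = 0.0135; rho = 0.38, permutation p = 0.0002). Without the 2 lines farthest from the median of pAbp the correlation was 0.38, in set AB 0.53, over the other lines 0.30, and after pool means were subtracted 0.43. dom was correlated negatively with snoRNA:Psi18S-1389a (r = -0.30, permutation p = 0.0033, adjusted p = 0.0313; rho = -0.29, permutation p = 0.0038). Without the 2 farthest lines that value was -0.28, in set AB -0.22, over the other lines -0.18 and after pool means were subtracted -0.15. When only replicate 1 was used, 5 of the 19 pairs were significant, and when only replicate 2 was used, 1. Uhg4 and its own snoRNA:Or-CD2 had r = 0.25 (permutation p = 0.0121, adjusted p = 0.0725), which was -0.12 in set AB and 0.45 over the other lines.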

Examination of variation in transcript abundances of snoRNAs and host genes other than those encoding ribosomal proteins show that the expression of these snoRNAs is regulated independently from the host genes (Fig. S1). 

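The level of Uhg4 (FBgn0083124), which itself hosts snoRNA:Or-CD2, was 41.3 ± 11.5 CPM in females and 8.85 ± 1.71 CPM in males on ethanol-supplemented medium (SD, n = 96 lines). It varied among female lines (F = 4.53, adjusted p = 1.52e-12, edgeR quasi-likelihood F-test with BH adjustment). Over the 96 line means of females, its Pearson correlation with each of the 38 snoRNAs was positive, between 0.07 and 0.30 with a median of 0.21. Spearman correlations were between 0.09 and 0.24. At an unadjusted permutation p under 0.05 there were 23 correlations, and after BH adjustment over the 38 there were 0, with the smallest adjusted p at 0.0512. The largest r was with snoRNA:Psi18S-1854c (r = 0.30, permutation p = 0.00373, adjusted p = 0.0512; rho = 0.23, permutation p = 0.0273). Leaving out the 2 lines farthest from the median of Uhg4 lowered the median correlation to 0.17. The relation differed between the batches. In set AB the median correlation was -0.09, with 5 of 38 above 0 and 0 significant (2 at an unadjusted p under 0.05). Over the 51 other lines it was 0.42, with 29 of 38 significant. After pool means were subtracted, the median was 0.10. The count of significant correlations moved with the processing. It was 9 of 38 with DESeq2's size factors or with a prior count of 0.5, and 34 when only replicate 1 was used. It stayed at 0 with Spearman correlations, with scaling to total counts and after pool means were subtracted. At an unadjusted p under 0.05, these settings gave 5, 10 and 7 correlations, against 23.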

Interestingly, transcript abundance levels of all alcohol-sensitive snoRNAs were correlated with variation in expression of *Uhg4*, which is highly expressed in ovaries and encodes a lncRNA (Fig. S1) [38]. A previous genome-wide association study in the DGRP identified *Cyclin E* (*CycE*) as a highly interconnected hub gene in a genetic network associated with alcohol-induced variation in viability and development time [16]. 

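CycE (FBgn0010382) lies on chromosome 2L from 15727581 to 15748150 (release 5, minus strand). On ethanol-supplemented medium its level was 159 ± 44.1 CPM in females and 10.7 ± 3.04 CPM in males (SD, n = 96 lines). Over the 96 line means of females, its correlation with the 38 snoRNAs was between -0.35 and 0.04 with a median of -0.14 (Spearman's rho between -0.40 and 0.04), and 37 of the 38 were negative. After BH adjustment over the 38, there were 2 significant correlations, both negative. They were with snoRNA:Psi18S-1347a (r = -0.35, permutation p = 0.00042, adjusted p = 0.0154; rho = -0.40, permutation p = 6e-05) and snoRNA:Psi28S-3091a (r = -0.34, permutation p = 0.00081, adjusted p = 0.0154; rho = -0.40, permutation p = 0.00012). Without the 2 lines farthest from the median of CycE these were -0.38 and -0.39. In set AB they were -0.58 and -0.51, over the other lines -0.15 and -0.25, and after pool means were subtracted -0.36 and -0.40. When only replicate 1 was used, 34 of the 38 correlations were significant and negative, and when only replicate 2 was used, 1 was. The level of CycE was further correlated with 14 host genes that do not encode ribosomal proteins, and 12 of the 14 correlations were significant after BH adjustment over these 14, with 9 positive and 3 negative. The strongest was with lds (r = 0.88, permutation p = 1e-05, the smallest value these permutations allow, adjusted p = 1.75e-05; rho = 0.82, permutation p = 1e-05), and it was 0.84 without the 2 farthest lines, 0.86 in set AB, 0.91 over the other lines and 0.88 after pool means were subtracted. Aladin followed with r = 0.74 (rho = 0.63), Nop60B with 0.63 (rho = 0.58), kra with 0.63 (rho = 0.46), stet with 0.63 (rho = 0.56) and dom with 0.46 (rho = 0.51). Correlations were negative with Msp300 (r = -0.67, rho = -0.63), pAbp (r = -0.55, rho = -0.51) and Prp39 (r = -0.21, permutation p = 0.0391, adjusted p = 0.0456; rho = -0.21). Those with Sf3b3 (r = 0.01, permutation p = 0.941) and Uhg4 (r = 0.00461, permutation p = 0.964) were not significant. Over the 14 genes, the median correlation was 0.49 in set AB and 0.34 over the other lines.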

Variation in *CycE* transcript abundance was not correlated with variation in transcript abundance levels of snoRNAs but was highly correlated with variation in transcript abundance levels of their host genes (Fig. S2). 

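The levels of stet, dom, Aladin, kra and Nop60B in females on ethanol-supplemented medium were 119 ± 27.0, 776 ± 98.7, 48.6 ± 9.70, 835 ± 91.1 and 585 ± 91.4 CPM (SD, n = 96 lines). All 10 pairwise correlations across lines were positive, with a median of 0.62 (median Spearman's rho 0.48), and 8 of the 10 were significant after BH adjustment over the 10. The largest was between stet and Aladin (r = 0.76, rho = 0.73, both with permutation p = 1e-05, the smallest that 100000 permutations can give; adjusted p = 1.67e-05). It was 0.73 without the 2 lines farthest from the median of stet, 0.81 in set AB, 0.73 over the other lines and 0.77 after pool means were subtracted. The pairs of Aladin, kra and Nop60B had r between 0.69 and 0.74. The 4 pairs with dom had lower values, of 0.44 with Nop60B (adjusted p = 2.86e-05), 0.22 with kra (permutation p = 0.0301, adjusted p = 0.0376), 0.19 with Aladin (permutation p = 0.0626, adjusted p = 0.0696) and 0.18 with stet (permutation p = 0.0858, adjusted p = 0.0858). With DESeq2's size factors 7 of the 10 pairs were significant.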

Expression levels of *stet*, *dom*, *Aladin*, *kra* and *Nop60B* were also highly correlated (Fig. S2).

### Effects of developmental alcohol exposure on activity and sleep

The transcriptome is a proximal determinant of organismal phenotypes. FAS/FASD symptoms include hyperactivity and sleep disorders. Since activity and sleep are universal measures of nervous system function which can be modeled in Drosophila, we used activity and sleep parameters as a read-out of the behavioral effects of alcohol exposure during development (Fig. 5). We selected three DGRP lines which exhibited the highest degree of coordinated up-regulation (DGRP_177, DGRP_208, DGRP_367) and down-regulation (DGRP_555, DGRP_705, DGRP_730) of a subset of snoRNAs in response to developmental alcohol exposure and reared them either on regular food or food supplemented with ethanol. 

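On ethanol-supplemented medium, the mean levels of the 38 snoRNAs in females of these lines, as log2 CPM centred on the mean of all lines, were 1.29 in DGRP_177, 1.75 in DGRP_208 and 1.83 in DGRP_367. They were -2.39 in DGRP_555, -1.12 in DGRP_705 and -2.17 in DGRP_730. Among the 96 lines these scores ranked 26, 5 and 3 from the highest for the former lines, and 92, 74 and 90 for the latter. The ranks concern levels on ethanol, since the change from standard medium was not computed. The difference between the means of the lines was 3.52 (two-sided exact permutation test of 3 lines against 3, p = 0.1, the smallest p that this design allows). The replicates of DGRP_705 had scores of -2.64 and 0.41, and those of DGRP_555 had -3.60 and -1.17. In males the scores of the 6 lines were between -0.55 and 0.41. Females of DGRP_177, DGRP_208 and DGRP_367 were sequenced on flow cells A and B, and those of DGRP_555, DGRP_705 and DGRP_730 on flow cells C and D. After the mean of each pool was subtracted, the difference was 0.85 (exact permutation p = 0.2), with scores of 0.10, 0.56 and 0.48 for the former lines and of -1.09, 0.16 and -0.49 for the latter.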

We measured their activity and sleep phenotypes using the Drosophila Activity Monitor (DAM) system, in which single flies are introduced into narrow tubes and a movement is recorded any time the fly disrupts an infrared beam. We performed factorial mixed model ANOVA analyses with the main effects of sex, treatment and DGRP line for activity, night and day sleep proportion, and night and day bout count. There was significant genetic variation for all traits among the DGRP lines, and the *L* × *T* interaction was significant for activity, night bout count, and the proportion of day and night sleep (Additional File 7). Thus, exposing Drosophila to alcohol during development affects activity and sleep phenotypes relevant to patients with FASD, but the effects are dependent on genetic context.

**Fig. 5:**
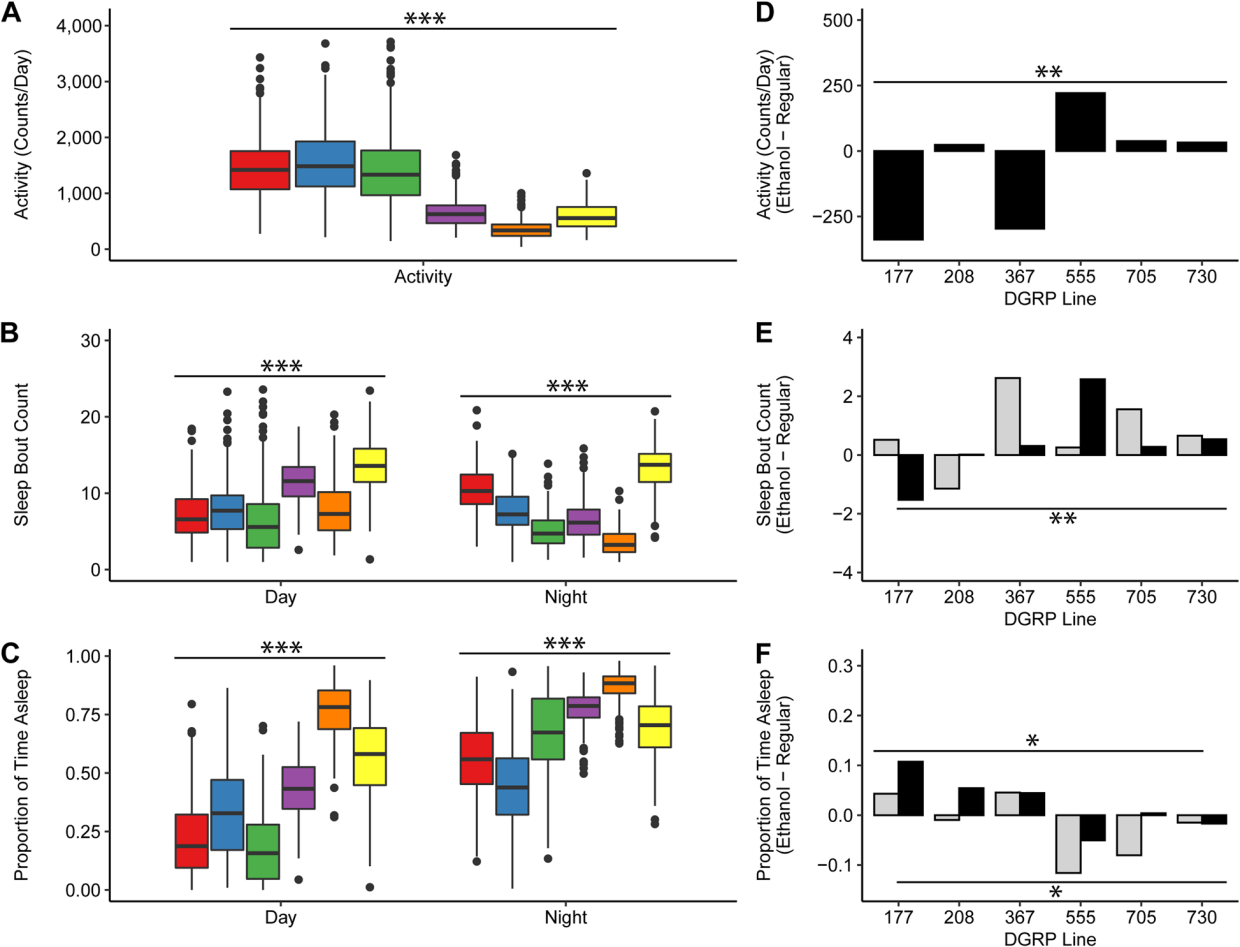
Effects of developmental ethanol exposure on sleep and activity phenotypes. Boxplots averaged across treatment and sex showing the main effect of line on (**A**) locomotor activity, recorded as the average number of counts per day, where counts are the number of times the fly crosses the infrared beam as recorded by the DAM System, (**B**) number of sleep bouts during day and night hours, and (**C**) proportion of time spent asleep during day and night hours. DGRP lines 177, 208, 367, 555, 705, 730 are shown in red, blue, green, purple, orange, and yellow, respectively. Bar graphs of (**D**) locomotor activity (*L*x*T P* = 0.0091), (**E**) number of sleep bouts during day (light grey bars) and night (black bars) hours (Day *L*x*T P* = 0.1538; Night *L*x*T P* = 0.0014), and (**F**) proportion of time asleep during day (light grey bars) and night (black bars) hours (Day *L*x*T P* = 0.0491; Night *L*x*T P* = 0.0181), for each DGRP line, averaged across treatment, showing the effect of line by treatment (ethanol-supplemented food minus regular food). * *P* < 0.05, ** *P* < 0.01, *** *P* < 0.001

## Discussion

Although previous studies have identified a plethora of genetic risk factors that contribute to alcohol related phenotypes in human populations or rodent models [11, 39], our understanding of the interaction between environmental alcohol exposure and allelic variants remains incomplete. Evolutionary conservation of fundamental biological processes and similarity of the effects of alcohol exposure between flies and people have established *D. melanogaster* as a useful translational gene discovery system [11, 23, 40]. Here, we identified transcripts that undergo altered regulation when flies are reared on ethanol. Changes in transcript abundance patterns are sexually dimorphic and reveal regulatory networks in which NTRs feature prominently. It is of special interest that females exposed to developmental ethanol exposure show altered regulation of a large ensemble of H/ACA class snoRNA genes, which may mediate widespread changes in protein synthesis upon chronic alcohol exposure. The complex relationship between expression of host genes and embedded snoRNAs, which we observe in our studies, has also been documented across seven human tissues, including brain [41]. The mechanisms by which alcohol triggers changes in gene expression remain unknown and could include direct effects on the genome, indirect effects on the genome mediated via alcohol-induced metabolic changes, and/or epigenetic modifications of DNA. Pseudouridylation of mRNAs, tRNAs and other small RNAs in response to environmental stress can consolidate or destabilize interactions between RNAs and proteins [42]. The intimate relationship between snoRNAs and ribosomal function may represent a conduit between the genome and the proteome that can adaptively modulate the composition of the proteome in response to ethanol exposure.

The *D. melanogaster* transcriptome is highly intercorrelated [25] and changes in gene expression due to an environmental disturbance result in modulation of transcriptional niches (*i.e.,* coregulated ensembles) of focal genes [40, 43]. This raises a central “cause *versus* effect” question as it is not evident a priori which gene is the focal gene that directly responds to the environmental perturbation. Insights can be derived from eQTL analyses that can delineate *cis*-eQTLs and *trans*-eQTLs [25, 26]. Interestingly, all but one of the eQTLs associated with transcripts with genetic variation in the difference in expression between standard rearing conditions and developmental exposure to ethanol were in *trans* to the focal transcripts. However, we were able to incorporate the genes to which these eQTLs are *cis* into known interaction networks to derive sex-specific networks associated with genetic variation in response to developmental exposure to ethanol in which these genes are candidate regulatory drivers.

The data we present were obtained from flies that were continuously exposed to alcohol from egg to adult. Exposures that are restricted to different developmental stages will provide a finer grained picture of the dynamics of the alcohol-sensitive genome. Similarly, we analyzed transcriptional responses in whole flies. Single cell RNA sequencing experiments with defined tissues, such as the brain, can provide tissue-specific resolution of the transcriptional response to developmental alcohol exposure [44]. However, the data we obtained in this study underscore extensive sexual dimorphism and emphasize the importance of non-coding elements in regulating the transcriptional response to alcohol exposure during development. Not all aspects of FASD (e.g. cognitive impairment) can be readily modeled in flies. Nevertheless, results from this study illustrate the power of the Drosophila model as a gene discovery system to gain insights into human disorders, such as FASD, that can only be addressed through comparative genomics approaches.

## Conclusion

Because of conservation of fundamental biological processes and homologies between fly gene products and their human counterparts, studies on the transcriptional response to developmental exposure to alcohol in *Drosophila melanogaster* can provide insights in the genetic underpinnings that may predispose to FASD.

## Methods

### Drosophila lines

The DGRP lines have been generated and are maintained in our laboratories. We selected 96 DGRP lines [20, 21] across the range of phenotypic variation of effects of alcohol exposure on viability and developmental time (Additional File 1) [16, 24] and reared them on cornmeal-molasses-agar medium supplemented with10% (v/v) ethanol at 25 °C, 60–75% relative humidity and a 12-h light–dark cycle at equal larval densities. We collected two replicates of mated 3–5-day old flies (25 females and 30 males per line) for a total of 384 samples, following procedures described previously for baseline sample collection [26]. We used a randomized experimental design for sample collection that was done strictly between 1–3 pm and froze collected flies over ice supplemented with liquid nitrogen. The flies were sexed and stored in 2.0 ml nuclease-free microcentrifuge tubes (Ambion) at -80 °C until processing.

### RNA sequencing

We extracted total RNA as described previously [26] with Trizol using the RNeasy Mini Kit (Qiagen, Inc.), and depleted ribosomal RNA from 5 μg of total RNA using the Ribo-Zero™ Gold Kit (Illumina, Inc.). Depleted mRNA was fragmented and converted to first strand cDNA. During the synthesis of second strand cDNA, we used dUTP instead of dTTP to label the second strand cDNA. We used cDNA from each RNA sample to produce barcoded cDNA libraries using NEXTflex™ DNA Barcodes (Bioo Scientific, Inc.) with an Illumina TruSeq compatible protocol. Libraries were size selected for 250 bp (insert size ~ 130 bp) using Agencourt Ampure XP Beads (Beckman Coulter, Inc.). Second strand DNA was digested with Uracil-DNA Glycosylase before amplification to produce directional cDNA libraries. We quantified the libraries using Qubit dsDNA HS Kits (Life Technologies, Inc.) and Bioanalyzer (Agilent Technologies, Inc.) to calculate molarity. The libraries were subsequently diluted to equal molarity and re-quantified. Samples were processed in batches of 48 and 16 libraries were pooled randomly into 25 pools. We quantified the pooled library samples again to calculate final molarity and after denaturation diluted them to 14 pM. Pooled library samples were clustered on an Illumina cBot; each pool was sequenced on one lane of an Illumina Hiseq2500 using 125 bp single-read v4 chemistry.

### RNA sequence analysis

Sequences were analyzed exactly as described previously [26]. We demultiplexed barcoded sequence reads using the Illumina pipeline v1.9 and trimmed adapter sequences using cutadapt v1.6 [45]. The trimmed sequences were aligned to multiple target sequence databases, using BWA v0.7.10 (MEM algorithm with parameters ‘-v 2 –t 4’) [46]. First, we aligned all trimmed sequences against a ribosomal RNA database to filter out residual rRNA that escaped depletion during library preparation. Next, we aligned the remaining sequences against a custom database of potential microbiome component species using BWA. We then aligned sequences that did not align to either the rRNA or microbiome databases to all *D. melanogaster* sequences in RepBase [47]. Finally, we aligned the remaining sequences that did not align to any of the databases above to the *D. melanogaster* genome (BDGP5) and known transcriptome (FlyBase v5.57) using STAR v2.4.0e [48]_._

### Gene expression estimation

We followed the analysis described previously [26] to compute read counts for known and novel gene models using HTSeq-count [49] with the ‘intersection-nonempty’ assignment method. Tabulated read counts for each endogenous gene present in both Baseline and ethanol-treated lines were combined and normalized across all samples using EdgeR [50]. We used the normalized gene expression in all following analyses.

### Genetics of gene expression

For each expression feature (known and novel transcripts) we fit mixed-effect models to the normalized gene expression data corresponding to: *Y* = *S* + *W* + *T* + *L* + *W* × *S* + *L* × *S* + *L* × *T* + *T* × *S* + *T* × *S* × *L* + *ε*, where *Y* is the observed log2 (normalized read count), *S* is sex, *W* is Wolbachia infection status, *W* × *S* is Wolbachia by sex interaction, *L* is DGRP line, *T* is treatment (ethanol-supplemented *vs* standard medium), *L* × *S* is the line by sex interaction, *L* × *T* is the line by treatment interaction, *T* × *S* × *L* is the treatment by line by sex interaction and *ε* is the residual error. We also performed reduced analyses for sexes separately (*Y* = *W* + *L* + *T* + *L* × *T* + *ε*).

We identified genetically variable transcripts as those that passed a 5% FDR threshold (based on Benjamini–Hochberg corrected *P*-values [51]) for the *L, T* and *L* × *T* terms. We computed the broad sense heritabilities (*H*^2^) for each gene expression trait separately for males and females as $${H}^{2}={\sigma }_{L}^{2}+{\sigma }_{SxL}^{2}+{\sigma }_{TxL}^{2}+{\sigma }_{SxTxL}^{2}/({\sigma }_{L}^{2}+ {\sigma }_{SxL}^{2}+{\sigma }_{TxL}^{2}+{\sigma }_{SxTxL}^{2}+{\sigma }_{\varepsilon }^{2})$$, where $${\sigma }_{L}^{2}$$, $${\sigma }_{SxL}^{2}$$, $${\sigma }_{TxL}^{2}$$, $${\sigma }_{SxTxL}^{2}$$ and $${\sigma }_{\varepsilon }^{2}$$ are, respectively, the among line, sex by line, treatment by line, sex by treatment by line, and within line variance components.

In addition, for all expression features that were significant for the *L* × *T* interaction term we re-analyzed data for each Treatment condition separately to identify transcripts with significant changes in expression in one or another condition, or both. 

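The part of this re-analysis that concerns ethanol-supplemented medium was computed from the counts. Of the 939 transcripts listed with a line by treatment interaction in females, 811 had a mean of at least 5 counts per female library, and the line term was significant for 800 of them (edgeR quasi-likelihood F-test, BH-adjusted p under 0.05 over all tested transcripts, and also 800 when adjusted over the list alone). The paper's list marks 850 of the 939 for a line effect on ethanol, alone or with standard medium. The median F over the list was 5.02. Among transcripts that the paper marks for both media, 725 of 727 had the line effect, and among those it marks for ethanol only, 63 of 72. In males, 728 of 823 listed transcripts were tested and 707 had the line effect (710 when adjusted over the list alone), where the paper's list marks 760. These were 669 of 673 marked for both media and 29 of 42 marked for ethanol only. Of the transcripts marked for standard medium only, 12 of 12 tested in females and 9 of 13 tested in males also varied among lines on ethanol. The study chose both lists partly on these libraries, so the counts are not independent evidence. With pool as a covariate in limma, 790 transcripts were significant in females and 708 in males.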

We performed reduced analyses for sexes separately (*Y* = *W* + *L* + *ε*). We also calculated the Line means differences for the matching transcripts that were significant for the *L* × *T* term (*i.e.,* Line.ETOH – Line.Baseline) for males and females separately. These line means differences in expression values were used for hierarchical clustering analysis for the subset of the significant gene expression features using the JMP12 package (SAS, Cary, USA).

### Construction of correlated expression networks

We used the differences between the conditional means with and without ethanol for each line to calculate pairwise Pearson correlation coefficients for all genes that had statistically significant Benjamini–Hochberg False Discovery Rate (BH-FDR) [51] adjusted p-values (BH-FDR < 0.05) for the line-by-ethanol treatment interaction term in the linear mixed effects model (*Y* = *W* + *L* + *T* + *LxT* + *ε *run for each sex separately). The delta-expression correlation matrix was bi-clustered using hierarchical clustering with complete linkage agglomeration in Genesis statistical software [52]. The bi-clustered matrix was used for the center panel in each composite figure (Figs. 2 and 3). To generate the delta-expression correlation networks, the correlation matrix was filtered for associations with BH-FDR adjusted *p*-value < 0.05 and the top 10% of correlations based on the absolute value of the Pearson coefficient. Associations that survive the stringent filtering criteria were input into Cytoscape and clustered using the MCODE algorithm with default parameters, but with the ‘Fluff’ setting activated to capture relationships outside of auto-correlated modules [53]. The resulting modules with significantly strong intra-connectivity (cumulative MCODE score > 4) were mapped back to the correlation matrix panel based on the identity of the gene membership of each module. We highlighted genes with a statistically significant (BH-FDR < 0.05) eQTL association calculated from the expression differences in each module within the composite figure.

### eQTL mapping

eQTLs were mapped to differences in expression between baseline and ethanol treatment of genes with a statistically significant line-by-treatment (*L*x*T*) term from the linear mixed effects model run for each sex separately as previous described [25, 26]. Briefly, we adjusted normalized FPKM values for *Wolbachia* infection status, chromosomal inversions, population structures organized based on top 10 principal components using Best Linear Unbiased Predictor (BLUP) using the R package *lmerTest*. We used covariate adjusted expression differences as phenotype for eQTL mapping using PLINK (v1.90). We compared association *P-*values generated by the PLINK *t*-tests to the empirical FDR threshold calculated by dividing the number of expected associations under the null hypothesis generated from 100 permutations at a false discovery rate of 0.05 by the observed number of associations at the same threshold to determine statistical significance. We further filtered associations filtered for independence using forward model selection, as previously described [25, 26], by iteratively adding single eQTLs, starting with the smallest *P*-values, to an additive association model such that the conditional *P-*value for the last added eQTL is no more than 1E-5.

### Association networks

To build association networks using the variants identified from eQTL mapping, we added pairwise eQTL associations between genes that either contain the variant or are within 1000 bp up- or down-stream of the variant and genes with statistically significant line-by-treatment (*LxT*) to the most recent version (fb_2021_05) of the database of known genetic and protein–protein or RNA–protein physical interactions from the FlyBase repository and visualized in Cytoscape. The resulting networks of associations were filtered to contain (i) genes that are part of the eQTL associations, and (ii) genes that have at least 5 genetic or physical interactions to genes that are part of the eQTL associations within one interaction distance (one edge). The filtered interaction network was modularized using MCODE algorithm with default settings but with ‘fluff’ activated [53]. We input genes that are part of the individual modules for Gene Ontology Enrichment analysis. Statistically significant (FDR < 0.05 in the Overrepresentation Test), highly specialized terms containing the largest number of genes from the input from each module were used for functionally labeling each module. For the glutathione metabolism inlet in the female interaction network in Fig. 3, *GstE* family of genes were added to the *GstD* tri-gene cluster based on semantic similarity.

### Analysis of activity and sleep phenotypes

Flies were reared on standard medium and medium supplemented with 10% (v/v) ethanol and placed in standard food collection vials overnight. The next day, mated females and males from both treatment conditions were placed in Drosophila Activity Monitor (DAM) tubes (TriKinetics, Waltham, MA) that contained agar supplemented with 5% sucrose at one end, and a small piece of yarn at the other end. Flies were placed in a 25 °C incubator on a 12-h light–dark cycle and their activity and sleep data were recorded using the DAMSystem (Trikinetics). Raw data from the DAMSystem (TriKinetics) were uploaded to ShinyR-DAM [54] and resulting output data were parsed by sleep/activity phenotype for analysis. Sleep was defined as at least 5 min of inactivity and only data from flies that survived the entire testing period (2–9 days of the fly lifespan) were retained for analysis. Sleep and activity data were analyzed using the PROC MIXED command (Type III Analysis of Variance (ANOVA)) within SAS version 9.04 (Cary, NC) according to the model *Y* = *μ* + *T* + *L* + *S* + *TxL* + *TxS* + *LxS* + *TxLxS* + *Rep(TxLxS)* + *ε*, where *T* is the fixed effect of treatment (ethanol medium, standard medium), *L* is the fixed effect of line (RAL_177, RAL_208, RAL_367, RAL_555, RAL_705, RAL_730), *S* is the fixed effect of Sex (male, female), *Rep(TxLxS)* is the random effect of replicate, and *ε* is the residual variance. Reduced Type III ANOVAs (*Y* = *μ* + *T* + *L* + *TxL* + *Rep(TxL)* + *ε*) were also performed by Sex.

## Supplementary Information

**Additional file 1.** DGRP lines used for transcriptional profiling.

**Additional file 2.** Three-way mixed model ANOVA for differences in transcript abundances between flies reared on regular and ethanol supplemented medium for sexes combined. The main effects are treatment (fixed, reared on standard vs. ethanol supplemented medium), Sex (fixed, males and females) and DGRP Line (random). All interactions with Line are random, the others are fixed.

**Additional file 3.** ANOVA for differences in transcript abundances between flies reared on regular and ethanol supplemented medium for (A) females and (B) males.

**Additional file 4.** Genes with significant LxT interactions in transcript abundances. (A) Results of female-only mixed-effect models for all expressed gene profiles, including alignment bias estimates. (B) Results of male-only mixed-effect models for all expressed gene profiles, including alignment bias estimates. (C) Genes with significant LxT interactions common to females and males and that are female- specific or male-specific. (D) Enrichment analyses for genes with significant LxT interactions in transcript abundances in females. (E) Enrichment analyses for genes with significant LxT interactions in transcript abundances in males. (F) Enrichment analyses for genes with significant LxT interactions in transcript abundances in both sexes. (G) Enrichment analyses for genes with significant LxT interactions in transcript abundances in females only. (H) Enrichment analyses for genes with significant LxT interactions in transcript abundances in males only. (I) Human orthologs for genes with significant LxT interactions in transcript abundances.

**Additional file 5.** (A) eQTL mapping and model selection results for genes with a statistically significant LxT ANOVA term in females and males. (B) Genes containing eQTLs (in the gene body or within a 1,000 bp window of the eQTL) in females and males. Intergenic: > 1,000 bp from any gene body.

**Additional file 6.** snoRNAs with altered gene expression following chronic exposure to ethanol during development and their host genes. snoRNAs that occur in clusters without intervening genes are in bold font and square brackets.

**Additional file 7.** Mixed model ANOVAs for sleep and activity phenotypes. Line, Sex, and Treatment are fixed effects, Replicate (Rep) is random. "df": degrees of freedom; "SS": Type III Sums of Squares; "MS": Mean square.

**Additional file 8:** **Figure S1.** Correlations between variation in expression of snoRNAs after chronic exposure to ethanol and variation in expression of their host genes. *CycE* is included since it is a hub gene in a genetic network associated with variation in ethanol-induced variation in development time and viability [16], and *Myc* is included as it is associated with ribosome biogenesis and has been implicated as a regulator of *Uhg4* [38]. The graphs on the right illustrate examples of scatter plots of the correlations between expression of *Uhg4* and several snoRNAs.

**Additional file 9:** **Figure S2.** Correlations between ethanol-induced variation in expression of snoRNA host genes and variation in expression of *CycE*. The scatter plots illustrate examples of correlations between expression of *CycE* and several *snoRNA* host genes.

## Data Availability

DGRP lines are available from the Bloomington Drosophila Stock Center, https://bdsc.indiana.edu/. RNA sequencing data have been deposited in the GEO database https://www.ncbi.nlm.nih.gov/geo/ under accession number GSE186240. Raw DAM data are on the github repository: https://github.com/rebeccamacpherson/DAM_raw_data_DEV_ETOH_DGRP

## Abbreviations

ANOVA: Analysis of Variance
DAM: Drosophila Activity Monitor
DGRP: *Drosophila melanogaster* Genetic Reference Panel
eQTL: Expression Quantitative Trait Locus
FAS: Fetal Alcohol Syndrome
FASD: Fetal Alcohol Spectrum Disorder
FDR: False Discovery Rate
lncRNA: Long noncoding RNA
NTR: Novel Transcribed region
snoRNA: Small nucleolar RNA
SNP: Single Nucleotide Polymorphism

# Supplementary material for: Modulation of the Drosophila transcriptome by developmental exposure to alcohol
**Source:** BMC Genomics. 2022 May 6;23:347. doi: 10.1186/s12864-022-08559-9
**Supplement:** Supplementary file 6 — Additional file 6. snoRNAs with altered gene expression following chronic exposure to ethanol during development and their host genes. snoRNAs that occur in clusters without intervening genes are in bold font and square brackets.

**Additional File 6: snoRNAs with altered gene expression following chronic exposure to ethanol during development and their host genes.** snoRNAs that occur in clusters without intervening genes are in bold font and square brackets.

**Host Gene Function Number of snoRNAs snoRNAs Responsive to Chronic Ethanol Exposure**

*dom*  histone acetyltransferase activity 16 snoRNAs in multiple introns *snoRNA:Psi18S-841d - snoRNA:Psi18S-1389a*

and 1 snmRNA

*RpL5*  ribosomal protein L5 1 snoRNA in intron *snoRNA:Psi28S-2996*

*RpS5a* ribosomal protein S5a 14 snoRNAs in multiple introns **[*snoRNA: Psi28S-1135a - snoRNA: Psi28S-1135b -snoRNA:***

***Psi28S-1135c - snoRNA: Psi28S-1135d -snoRNA*** ***Psi18S-1854a*]** *snoRNA:Psi28S-1854c - snoRNA: Psi28S-1192a*

*Uhg4*  non protein coding gene, ncRNA 7 snoRNAs *snoRNA:OR-CD2*

*CG13900*  (*Sf3b3*; Splicing factor 3b subunit 3) 9 snoRNAs in multiple introns snoRNA: Psi18S-1086 - *snoRNA: Psi28S-3308 - snoRNA18S-110*

*RpL17* ribosomal protein L17 4 snoRNAs in multiple introns *snoRNA: Psi28S-1060*

Between *GlyT*  1 snoRNA *snoRNA: Psi18S-176*

and *CR44805*

*kra* translation initiation factor binding 8 snoRNAs in multiple introns *snoRNA: Psi28S-3186 - snoRNA: Psi28S-3091a -* *snoRNA: Psi28S-3385a*

*RpL22/CR42491* ribosomal protein 22 (CR42491 nested) 2 snoRNAs in the intron *snoRNA: Psi18S-531*

*Aladin* nuclear pore complex 1 snoRNA in intron *snoRNA: CG16892-a*

*Msp300* Muscle-specific protein 300 kDa 2 snoRNAs and 3 snmRNAs *snoRNA: Psi18S-525k*

*Nop60B*  pseudouridine synthase activity 7 snoRNAs in multiple introns *snoRNA: Psi18S-1820*

*stet*  serine type endopeptidase 1 snoRNA and 1 snmRNA in intron *snoRNA: Psi28S-2622*

*RpS7* ribosomal protein S7 7 snoRNAs in the same intron **[*snoRNA: Psi18S-1377c - snoRNA: Psi18S-1377d - snoRNA:***

***Psi18S-1377e*]**

*Sc35* SR family splicing factor SC35 2 snoRNAs in the same intron *snoRNA: SC35-a*

*CG1646* pre-mRNA 5'-splice site binding 1 snoRNA in an intron *snoRNA: 291*

*lds* helicase, maintains chromosome stability 1 snoRNA in an intron *scaRNA: MeU2-C41*

*CG10576* Winged helix-turn-helix DNA-binding domain 5 snoRNAs in multiple introns *snoRNA: Psi28S-1837c*

and 1 snmRNA

*RpS4*  ribosomal protein S4 3 snoRNAs in multiple introns *snoRNA: Psi28S-3327b*

*pAbp* poly(A) binding protein 3 snoRNAs in the same intron *snoRNA: Psi18S-1347a*

*RpS16* ribosomal protein S16 5 snoRNAs in multiple introns **[*snoRNA: Psi28S-1175a - snoRNA: Psi28S-1175b -***

***snoRNA: Psi28S-1175c - snoRNA: Or-aca1*]**

*RpL11*  ribosomal protein L11 1 snoRNA in an intron *snoRNA:Psi28S-2444*

*Pi4KIIalpha* Pi4KIIα synthesizes 1 snoRNA in an intron *snoRNA: Pi4KIIalpha-a*

phosphatidylinositol 4-phosphate

How the deposited data were processed for this re-analysis (not part of the article)

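RNA of whole flies from 96 DGRP lines reared on medium with 10% (v/v) ethanol was sequenced in 2 replicates per line and sex, in 384 libraries. Flies reared on standard medium were not analysed here. The authors demultiplexed the reads, trimmed adapters with cutadapt, removed reads that aligned to ribosomal, microbial and repeat sequences with BWA, aligned the rest to BDGP5 with STAR, and counted reads on known and new gene models with HTSeq-count. They deposited raw counts for each library, which were not normalized, and replicates were not pooled. These steps set what the counts can show: reads that match several places are not counted on any gene, reads in an intron of a host gene count for a snoRNA annotated there, and the libraries were size selected. The paper then normalized the counts of both media together with edgeR and fitted mixed models, a step that was not repeated because it needs the standard medium.

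All 384 columns of the table were matched to a sample by the line, sex and replicate in their names. The table holds 40020 gene models, 17294 of FlyBase and 22726 NTRs, and 16876 of the FlyBase identifiers were matched to a gene symbol. Summary lines of the counting program, which name no gene, held 2.86% (no gene), 1.39% (ambiguous) and 25.8% (more than 1 place) of all alignments tallied and entered neither library sizes nor tests. Total counts per library were between 5360410 and 17422329 with a median of 10284916, so that a mean of 5 counts is close to the lowest level that was tested. Gene models that the authors marked as ribosomal (162) or mitochondrial (35) were left out, which left 39823. Positions are those of release 5 in the paper's tables, and lengths, classes of transcripts and the snoRNAs annotated in each host gene came from release 6 (BDGP6), from which no position is given.

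Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and, for its size factors, DESeq2 1.42.0, and in Python 3.11.15 with NumPy 2.4.6, SciPy 1.17.1 and pandas 2.3.3. Transcripts with a mean of at least 5 counts over the libraries of a fit were tested with edgeR's quasi-likelihood F-test after TMM normalization, with BH adjustment and a threshold of 0.05. The sex effect was tested on the summed replicates of each line and sex, with line as a block. The line effect was tested within each sex over single libraries, and the sex by line interaction over all libraries. Wolbachia infection status was not fitted. Females of the 45 lines sequenced on flow cells A and B were compared with females of the 49 lines on other flow cells, and males were compared between the same lines, on summed replicates. Correlations were computed over the means of 2 replicates of log2 CPM with a prior count of 2, with 100000 permutations and BH adjustment within each family, and again within the sets of lines and after the mean of each pool was subtracted. Sets of random transcripts were drawn 10000 times.

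The comparisons, the tests and the alternatives were fixed before the data were examined, apart from those named as chosen later. The transcripts named were all those named in the Results, in Fig. 4 or in Additional file 6. To these were added the 3 annotated transcripts with the largest sex difference in each direction (with a mean of at least 50 counts and the same direction in all 96 lines), the 3 with the largest F for line in each sex, and the 5 with the smallest p in each direction between the sets of flow cells. Alternatives were DESeq2's size factors, scaling to total counts, no filter, a minimum of 50 counts, limma in place of edgeR, a block for replicate number, flow cell or pool as a covariate, a prior count of 0.5, Spearman correlations, the lines of each set alone, and each replicate alone.

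The tests were tested on simulated counts drawn from the means and library sizes of these libraries, with 200 transcripts changed. The line test found 200 of 200 among 14760 transcripts, with 7 false calls, the sex test in 30 lines 200 of 200 among 18066, with 9 false calls, and the interaction test in 24 lines 192 of 200 among 18041, with 8 false calls. When 200 simulated transcripts differed between pools only, the line test in limma called 40 of them without pool as a covariate and 0 with it. edgeR's test was not run on these. Their pool effects were drawn at random for each transcript, whereas the snoRNAs shifted together between flow cells A and B. The effects of treatment and its interactions, the correlations of changes between media, eQTLs, networks and sleep were not analysed here.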

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

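The tests of library size, of ovary RNA, of alignments to more than 1 place, of replicates within a pool and of short RNAs in males were chosen only after the result had been seen, and the others were set before.

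The co-regulation of the 38 snoRNAs on ethanol-supplemented medium differed between the sexes. The mean pairwise correlation was higher by 0.40 in females than in males (two-sided permutation test, p = 1e-05, the smallest that the permutations can give), and the difference lay between 0.20 and 0.49 under all alternatives tried. The paper chose the 38 partly on the female libraries. Flow cells A and B average out in the line means of 76 male lines, whereas flow cells go with lines in females. The p-value cannot separate these from an effect of sex. By the same test, the difference was 0.22 after pool means were subtracted (p = 2e-05) and 0.32 within set AB (p = 3e-05). Differences between the means of pools therefore do not account for all of it. Several explanations were weighed for the co-regulation in females. Noise from low counts is argued against by the correlation of 0.60 between replicates over all lines, although that value itself includes the difference between flow cells and was -0.09 within set AB and 0.31 over the other lines. Library size is argued against by a correlation of 0.0141 between the snoRNA score and the total count of the female libraries, although it was -0.33 among the libraries of the same pool. A different share of ovary RNA is argued against by 7 germline genes with high expression in ovaries (osk, nanos, bcd, grk, otu, exu and swa), whose median difference between the sets of lines was -0.0713 on the log2 scale, with values between -0.13 and 0.03. All 7 are expressed in these whole females, with levels from 4.55 to 10.22 log2 CPM, and osk had the highest. The score followed the share of alignments to more than 1 place among the female libraries of the same pool (r = 0.76), so a difference in library composition may contribute. Biological differences between lines that act in females only were tested in part by the sex by line interaction, which was significant for 6 of the 38 snoRNAs (edgeR quasi-likelihood F-test with BH adjustment over all transcripts; 1 when adjusted over the 38 alone; median F of 1.08) and for 2 with flow cell as a covariate in limma (median F of 0.87). Without a covariate, the error of this test holds the difference between male replicates, so few significant snoRNAs do not show that such differences are few. Since flow cells go with lines in females, these values neither establish nor exclude such differences for the 38 as a group.

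The difference of the snoRNA score between the lines of set AB and the lines on other flow cells was larger in females than in males of the same lines by 2.28 (two-sided permutation test, p = 1e-05, the smallest possible). The difference in females was 2.29, and it lay between 1.78 and 2.81 under the alternatives. The sets were defined by flow cell, so a difference between flow cells could give either sign, and the direction tests nothing. A genetic difference between the lines that acts in both sexes is argued against by the difference of 0.0161 in males (p = 0.857). That value rests on opposite differences in the replicates: it was -0.25 without replicate 1 (p = 0.00309) and 0.29 without replicate 2 (p = 0.0499). Flow cell and lane alone are argued against as the whole cause of the female scores, since libraries of the same pool differed. In pool D4, the score was higher by 2.10 in the 7 replicate 1 libraries than in the 9 replicate 2 libraries (permutation test, p = 3e-05), which came from other lines. In pool D5 it was higher by 1.85 (6 and 8 libraries, permutation p = 0.00042), and in pool C3 the difference was -1.10 (4 and 5 libraries, permutation p = 0.00794). Batches of library preparation that go with lines and replicates stay open. In females, the lines of a set share flow cells, so such a batch cannot be told apart from a genetic difference that acts in females only. The paper's lines with up-regulated snoRNAs (DGRP_177, DGRP_208 and DGRP_367) lie in set AB and its lines with down-regulated snoRNAs (DGRP_555, DGRP_705 and DGRP_730) on flow cells C and D. Whether the changes between media follow the flow cells in the same way was not tested, since it needs the libraries of flies reared on standard medium.

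snoRNAs and scaRNAs outside the 38, which the paper does not discuss as a group, moved with the 38. For 134 such transcripts, the median correlation with the score over the 96 female lines was 0.79, and 116 of the 134 differed between the sets of lines (edgeR quasi-likelihood F-test, BH-adjusted p under 0.05), all of them higher in set AB, as were 15 of 20 snRNAs. In males of the same lines, 1 of 95 tested did. All short non-coding RNAs outside the 38 together (157 snoRNAs, scaRNAs, snRNAs and tRNAs) had a median correlation of 0.77 with the score, and 124 of them exceeded 0.5. For protein-coding genes the median was 0.17 where the longest transcript is under 500 bases and -0.01 where it is 1000 bases or more. These values are consistent with recovery of short RNAs that differed between libraries, as size selection during library preparation might give. Protein-coding genes that differed between the sets in females followed length in the same way. Under 500 bases, 45 were higher in set AB and 2 lower, and from 500 to under 1000 bases 122 and 10. They were 82 and 28 from 1000 to under 2000 bases, and 48 and 125 at 2000 bases or more. Other values were mixed. After pool means were subtracted, the median correlation was 0.02 under 500 bases, against 0.52 for the 157 short RNAs. Under 500 bases, the median difference between flow cells A and B was 0.003 in females (0.87 for these RNAs) and 0.14 in males. Among males of the same lines, 0 were higher in set AB and 5 lower under 500 bases. In males, short non-coding RNAs outside the 38 differed between replicates of the same line by a median of 1.65 on the log2 scale, and 104 of 108 were higher on flow cell A, which a change in females alone would not give. A change of snoRNAs and snRNAs in females in addition to this stays open.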

How the results depend on the processing

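The replicate block for the snoRNA line effects was chosen only after the result had been seen, and the other alternatives were set in advance. Of 166 alternatives over all results, 133 left the result on the same side of its threshold, or its count within 1.5 times, 14 gave a lower and 13 a higher count or a changed call, 5 moved a value by more than the spread between replicates and 1 reversed a direction.

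The filter on counts changed the most counts of transcripts. Without it, 27640 transcripts differed by sex, and with a minimum of 50 counts 10717 did, against 17149. With that minimum, the line effect in males was significant for 10363 transcripts against 16286, and 49 transcripts against 280 differed between males of the sets of lines. The number of expressed transcripts was 39239 with any count, 11079 with a mean of at least 50 and 9252 with at least 1 count in every library, against 18062. With limma in place of edgeR, 90 transcripts differed between males of the sets, and the cause was not tested. Among the male lines outside the 76 with replicate 1 on flow cell A and replicate 2 on B, which are fewer, the line effect held for 10541 transcripts.

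The line effect on the 38 snoRNAs depended on how flow cells were treated. In females it held for 24 with flow cell as a covariate in limma and for 3 among the lines of set AB, against 38. In males it held for 4 of 37 with limma, and for 23 with flow cell and also 23 with pool as a covariate, against 2. The mean pairwise correlation in females, 0.82, was 0.87 with Spearman correlations, 0.55 after pool means were subtracted, 0.62 in set AB and 0.71 over the other lines, and from 0.80 to 0.83 over the fits that each left out 1 replicate. It stayed above every random set of transcripts in all of these, although the 38 were chosen partly for their correlation in females. The difference of the score between males of the sets was from -0.25 to 0.29 over the fits that each left out 1 replicate, which reverses its direction. Replicates 1 and 2 were on flow cells A and B in 76 of the male lines. The cause was not tested.

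For Uhg4, 9 of 38 correlations with snoRNAs were significant with DESeq2's size factors and 9 with a prior count of 0.5, 29 over the lines not in set AB, and from 0 to 34 over the fits that each left out 1 replicate, against 0. Without replicate 1, 11 of the 38 had an unadjusted p under 0.05. The correlations were close to the threshold, and the cause of the difference between replicates was not tested. Of 19 pairs of hosts and their own snoRNAs, 1 was significant after pool means were subtracted and 1 in set AB, and from 1 to 5 over the fits that each left out 1 replicate, against 2. CycE was correlated with 0 of 38 snoRNAs over the lines not in set AB, where 0 had an unadjusted p under 0.05, and with from 1 to 34 over the fits that each left out 1 replicate, against 2. The cause was not tested.

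Replicate numbers are shared by the sexes and lines. The deviations of replicate 1 from replicate 2 were compared between females and males of the same line over 14142 transcripts: the median correlation was 0.11, and it exceeded 0.1 in 48 of 96 lines, so the numbers do not pair the samples throughout. With a replicate block in limma, 17295 transcripts differed by sex, and the line effect held for 12239 transcripts in females and 17008 in males. It held for 38 snoRNAs in females and 22 in males. Only the last of these counts, which was 4 in limma without the block and 2 in edgeR, changed by more than 1.5 times.

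Results that changed under none of their alternatives in this sense include the line effect in females (from 8090 to 15189 transcripts), the sex by line interaction (from 7634 to 9689), the difference of the score between sets in females (from 1.78 to 2.81), the correlations of CycE with host genes (from 10 to 12 of 14) and those among hosts (from 7 to 10 of 10). For the selected lines the difference was between 0.85 and 4.72, and its exact test cannot reach 0.05 with 3 lines against 3. Depth limits the transcripts near the minimum of 5 counts. snoRNA:CG16892-a, with 0.345 CPM, could not be tested in males, and most NTRs fell under the minimum.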

Differences from the paper's values

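The paper's values combine flies reared on ethanol-supplemented and on standard medium, and the values here come from ethanol-supplemented medium alone.

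The paper gives 33580 expressed transcripts, where 18062 had a mean of at least 5 counts per library. The paper gives 17415 NTRs among them, where 4531 were found. By the paper, 48.1% of expressed transcripts are annotated and 51.9% are NTRs, where the values here were 74.9% and 25.1%. Among the alternatives set before the data were examined, counting every transcript with at least 1 count gave 39239 transcripts and 22695 NTRs, with 42.2% annotated and 57.8% NTRs, which lie within 1.5 times the paper's values. A mean of at least 50 counts (11079 transcripts and 355 NTRs) and at least 1 count in every library (9252 and 461) did not.

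The paper gives 28343 transcripts with an effect of sex, where 17149 were found. With no filter, 27640 transcripts had the effect, which lies within 1.5 times the paper's number. The other alternatives set before the data were examined gave from 10717 to 17295 transcripts and did not.

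The paper states that the levels of all alcohol-sensitive snoRNAs were correlated with Uhg4. On ethanol-supplemented medium 0 of the 38 correlations were significant after BH adjustment over the family (23 at an unadjusted p under 0.05), and all 38 were positive. There were 34 significant correlations without replicate 2, 29 over the lines not in set AB, and 9 each with DESeq2's size factors and with a prior count of 0.5. With Spearman correlations, with scaling to total counts and after pool means were subtracted there were 0.

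The paper states that CycE was not correlated with snoRNAs and was highly correlated with their host genes. Here 2 of 38 snoRNAs were correlated with CycE, both negatively, and 34 were without replicate 2, while over the lines not in set AB there were 0 (0 at an unadjusted p under 0.05). Of 14 host genes, 12 were correlated with CycE, 3 of them negatively, while Sf3b3 (r = 0.01) and Uhg4 (r = 0.00461) were not. No alternative gave more than 12.

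The paper states that snoRNAs are regulated independently of hosts that do not encode ribosomal proteins. Of 19 pairs, 2 were correlated, pAbp with snoRNA:Psi18S-1347a (r = 0.34) and dom with snoRNA:Psi18S-1389a (r = -0.30), and between 1 and 5 were under the alternatives.

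The paper states that stet, dom, Aladin, kra and Nop60B were highly correlated. The correlations of dom with stet (r = 0.18) and with Aladin (r = 0.19) were not significant after BH adjustment. All 10 pairs were significant without replicate 2, and also after pool means were subtracted.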

Other observations

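The tests of the difference between replicates of males were chosen only after the result had been seen, and so was the comparison of the snoRNAs that the paper marks for both media. The comparisons between sets of lines were set before.

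Chance was tested by regrouping. The sex effect was compared with 100 groupings in which the sexes were swapped at random within lines, and the real grouping was the only 1 of the 100 with as many significant transcripts in limma (17155), where the others had a median of 0 and at most 14353. For females of the 45 lines of set AB against the 49 lines on other flow cells, 1 of 100 splits, the real one, gave as many (722), and for males of the same lines also 1 of 100 (90). The other splits gave at most 1 transcript in either sex.

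With edgeR, 844 of 14770 transcripts differed between the sets of lines in females (BH-adjusted p under 0.05), 578 higher and 266 lower in set AB. With scaling to total counts there were 1077, 503 higher and 574 lower. In males of the same lines 280 of 18938 differed, 143 higher and 137 lower, and with scaling to total counts 301, 187 higher and 114 lower. The balance in males reversed between replicates. When only replicate 2 was used, 86 were higher and 180 lower, and when only replicate 1 was used, 253 and 113. With a minimum of 50 counts, 13 were higher and 36 lower. Of 14145 transcripts tested in both sexes, 109 differed in both, 100 of them in the same direction. The cause of the differences that the sexes share was not tested. In females, the 5 annotated transcripts with the smallest p and higher levels in set AB were all short RNAs, namely snoRNA:Psi28S-3385a, snoRNA:SC35-b, scaRNA:MeU2-C41, snoRNA:Psi28S-2444 and snoRNA:Psi18S-1377c. snoRNA:Psi28S-3385a had 32.5 ± 9.12 CPM in set AB (SD, n = 45 lines) and 7.63 ± 3.76 CPM in the other lines (n = 49), a log2 difference of 2.09 (standard error 0.12 from limma, adjusted p = 1.27e-28 from edgeR's quasi-likelihood F-test with BH adjustment). The 5 with lower levels were Lipt1, FBgn0085814, PlexB, asRNA:CR45146 and CG34282. PlexB had 86.8 ± 8.51 CPM in set AB and 102 ± 8.90 CPM in the other lines. In males the 5 higher in set AB were CG13675, asRNA:CR44114, Desat2, dsf and asRNA:CR45162, and the 5 lower were Arf6, asRNA:CR45146, CG31789, CG32302 and mRpS7. asRNA:CR45146 was lower in both sexes, with 0.0468 ± 0.0507 CPM in set AB and 2.37 ± 8.48 CPM in the other lines in females, where a few lines with high levels set the mean.

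In males, the snoRNA score was higher in replicate 1 on flow cell A than in replicate 2 on flow cell B in 76 of 76 lines, by 2.57 ± 0.66 (SD; sign-flip permutation test, p = 1e-05, the smallest possible). A difference between lines cancels between replicates of the same line, so this says nothing about one. Other short non-coding RNAs moved in the same direction, with a median difference of 1.65 on the log2 scale and higher levels on flow cell A for 104 of 108, while protein-coding genes with transcripts of 1000 bases or more had a median of -0.01. A candidate explanation is that recovery of short RNAs differed between the batches in which the replicates were prepared or sequenced. Replicate number and flow cell go together in these lines, so they cannot be told apart. In other male lines, replicate 1 libraries had a mean score of -1.09 ± 1.09 on flow cell C (SD, n = 4). Replicate number alone therefore does not set all male scores. Other flow cells did follow it, with 1.36 ± 0.43 for replicate 1 on G and -0.96 ± 0.28 for replicate 2 on D (n = 16 each). In females of set AB the same difference was 0.99, with 37 of 45 lines higher on flow cell A.

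The paper marks 5 of the 38 snoRNAs, snoRNA:Psi18S-1854a, snoRNA:Psi18S-1854c, snoRNA:Psi28S-1135c, snoRNA:Psi18S-1377c and snoRNA:Psi18S-1347a, for a line effect on both media, and the other 33 for ethanol only. With pool as a covariate in limma, the 5 had a median F for line of 5.04 in females and 8.85 in males, and all 5 were significant in both sexes (largest BH-adjusted p of 1.96e-07 in females and 1.34e-15 in males). Of the 33, 23 were significant in females with a median F of 1.63, and 18 of 32 tested were in males. Without the covariate, limma gave the line effect for 4 of 37 in males, with a median F of 0.24. A replicate block alone gave 22, with a median F of 1.63. The difference between replicates of the same male line had therefore enlarged the error of the fit without it. Why the 5 had a larger F than the 33 was not tested.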
